# The explant developmental stage profoundly impacts small RNA-mediated regulation at the dedifferentiation step of maize somatic embryogenesis

**DOI:** 10.1038/s41598-019-50962-y

**Published:** 2019-10-10

**Authors:** Vasti T. Juárez-González, Brenda A. López-Ruiz, Patricia Baldrich, Eduardo Luján-Soto, Blake C. Meyers, Tzvetanka D. Dinkova

**Keywords:** Non-coding RNAs, Plant biotechnology

## Abstract

Maize somatic embryogenesis (SE) requires the induction of embryogenic callus and establishment of proliferation before plant regeneration. The molecular mechanisms underlying callus embryogenic potential are not well understood. Here we explored the role of small RNAs (sRNAs) and the accumulation of their target transcripts in maize SE at the dedifferentiation step using VS-535 zygotic embryos collected at distinct developmental stages and displaying contrasting *in vitro* embryogenic potential and morphology. MicroRNAs (miRNAs), *trans*-acting siRNAs (tasiRNAs), heterochromatic siRNAs (hc-siRNAs) populations and their RNA targets were analyzed by high-throughput sequencing. Abundances of specific miRNAs, tasiRNAs and targets were validated by qRT-PCR. Unique accumulation patterns were found for immature embryo at 15 Days After Pollination (DAP) and for the callus induction from this explant, as compared to 23 DAP and mature embryos. miR156, miR164, miR166, tasiARFs and the 24 nt hc-siRNAs displayed the most strikingly different patterns between explants and during dedifferentiation. According to their role in auxin responses and developmental cues, we conclude that sRNA-target regulation operating within the 15 DAP immature embryo explant provides key molecular hints as to why this stage is relevant for callus induction with successful proliferation and plant regeneration.

## Introduction

Plant zygotic embryogenesis is determined by complex gene regulatory networks to achieve appropriate spatiotemporal cell division and differentiation^1–3^. An alternative gene expression program, promoted by high phytohormone concentrations, allows the accomplishment of embryogenesis and plant regeneration from somatic cells. This process is known as Somatic Embryogenesis (SE)^4,5^. The required conditions and regulatory programs vary between plant species. For maize, embryogenic callus induction and plant regeneration success strongly depends on the genotype and tissue used as explant^6,7^.

Gene regulation by small RNAs (sRNAs), as revealed by differential abundance analyses, has emerged as an important aspect of SE induction in a variety of plant species^8–10^ including maize^11–13^. sRNA silencing mechanisms are involved in genome stability, defense against virus and transposable elements (TEs), epigenetic modifications, and post-transcriptional regulation^14,15^. microRNAs (miRNAs) and small interfering RNAs (siRNAs) distinguish by their biogenesis pathways^16^. The siRNA class is further sub-divided in heterochromatic siRNAs (hc-siRNAs), secondary siRNAs and natural anti-sense siRNAs (natsiRNAs)^17^. Secondary siRNAs comprise phased siRNAs (phasiRNAs) and *trans*-acting siRNAs (tasiRNAs).

miRNAs are derived from single strand RNAs (ssRNAs) transcribed by RNA polymerase II that fold into stable stem-loop secondary structures called primary miRNAs (pri-miRNAs). The double-stranded RNA (dsRNA) portion of a pri-miRNA is recognized by a DICER-LIKE (DCL) enzyme, DCL1 in plants, to generate the miRNA precursor (pre-miRNA) in the nucleus and subsequently a small RNA duplex (20 to 22 nt) with a two nucleotide 3′ end overhang^15^. siRNAs arise from dsRNA precursors that result from the action of RNA-DEPENDENT RNA POLYMERASES (RDRs), a group of enzymes originally identified in viruses by their role during the viral genome replication^18^. Different DCL family members, DCL2, DCL3 or DCL4 in *Arabidopsis thaliana*, process dsRNA^17^. While hc-siRNAs are processed by DCL3, secondary siRNAs usually require the action of DCL4. The length of siRNAs (20–24 nt) depends on the particular DCL enzyme used in their production. Both miRNA and siRNA duplexes are stabilized through HUA ENHANCER 1 (HEN1)-dependent methylation at their 3′ ends^19^. sRNA loading on specific ARGONAUTE (AGO) proteins yields a functional RNA-Induced Silencing Complex (RISC), with AGO specificity further diversifying sRNA roles based on mature size, 3′ end nucleotide identity, and the specific silencing mechanism used on targets^15,19^.

Among the ten different AGO proteins present in Arabidopsis, AtAGO1 loads miRNAs and phasiRNAs, AtAGO10 specifically loads miR165/166, AtAGO7 loads a unique miRNA (miR390) involved in tasiRNA biogenesis from *TAS3*, AtAGO2 functions in antiviral defense, and the AGO4 clade (AGO4, AGO6, AGO9) functions in silencing of transposons and repeated sequences through a specific RNA-directed DNA methylation mechanism, RdDM^20,21^. The major AGO clades defined in Arabidopsis have been discovered in other plant species, including rice and maize^20^. However, the genomes of many plant species encode additional AGO family members.

To link the role of sRNAs with gene regulation of particular developmental processes, mutants for the enzymes required in their biogenesis and function have been characterized^22,23^. In maize, a few mutants are available for components of tasiRNA and RdDM pathways^24–26^. However, their genotype is poor for SE induction, and some display sterility^27^. We have reported the behavior of miRNAs and other sRNAs during maize SE using immature embryos (IE) at 15 days after pollination (DAP) in the highly embryogenic genotype, Tuxpeño VS-535^12,13^. However, the impact of different zygotic embryo developmental stages on sRNAs patterning during dedifferentiation was not explored. Here we characterized callus induction of three different explants: immature embryos at 15 DAP (IE15), as a standard tissue used for SE induction in VS-535; at 23 DAP (IE23), outside of the usual development window to induce embryogenic callus, and mature embryo (ME), known as non-embryogenic tissue. Contrasting phenotypes were observed between explants, induced calli, and their embryogenic potential. By high-throughput sequencing of the sRNAs and transcripts from each explant/induced callus tissue in duplicated biological samples, we found major changes in the different sRNA populations, depending on the developmental stage of the explant. Although sRNA readjustments during callus induction showed similar overall patterns for all explants, IE15 displayed differential accumulation of specific miRNAs and tasiRNAs, as well as their targets, providing molecular hints as to why this stage is relevant for successful embryogenic callus induction. On the other hand, the abundance of 24 nt hc-siRNAs increased in explants of later developmental stages (IE123 and ME) when compared to the IE15. Since the process of dedifferentiation is accompanied by a substantial reduction of this sRNA class, we propose that the initial levels in the explant might also impact the success of embryogenic callus induction.

## Results

### The embryogenic potential of induced calli depends on the developmental stage of the maize embryo

To assess the relationship between the embryo developmental stage and its *in vitro* embryogenic potential, we compared the morphology of IE15, IE23 and ME and to one-month induced callus from each tissue (Fig. 1). IE23 has double the size of IE15 (Fig. 1c vs. 1a), while ME represents a later developmental stage showing onset of desiccation effects according to its yellowing color (Fig. 1e). In addition, while IE15 displayed one or two established leaves^2^ (L1-L2; Fig. 1b), IE23 had four or five leaves (L4-L5; Fig. 1d) and ME showed six-leaf primordia (Fig. 1f). Furthermore, IE23 showed degeneration of the suspensor (marked with “S” in IE15) and the presence of calyptra behind the root apical meristem (RAM; Fig. 1d, lower section). The ME had larger, better-organized scutellum cells indicating full embryo development^2^. Such differences between all embryos were consistent across sections obtained from distinct samples.

**Figure 1:**
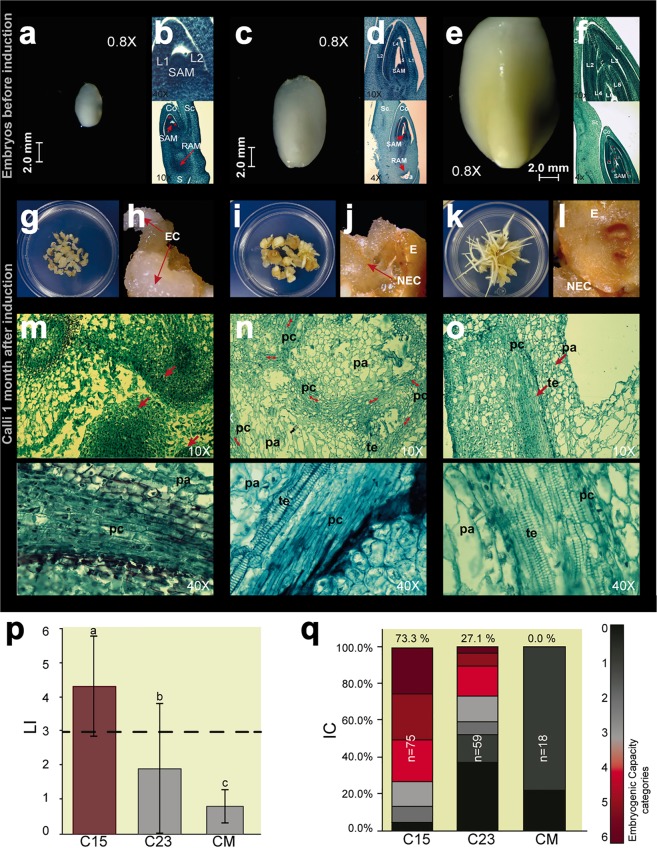
Morphological and histological characterization of callus induction using embryos collected at different developmental stages. (**a**) Immature Embryo at 15 days after pollination; IE15. (**c**) Immature Embryo at 23 days after pollination; IE23. (**e**) Mature Embryo; ME. (**b**,**d**,**f**) Histological analysis of longitudinal sections across IE15, IE23 and ME, respectively. (**g**,**i**,**k**) Callus from IE15, IE23 and ME, respectively, at one month of induction. (**h**,**j**,**l**) Callus morphology from IE15, IE23 and ME, respectively (C15, C23 and CM), observed at one month of induction by stereoscopic microscopy. (**m**–**o**) Histological analysis of callus cross-sections from IE15, IE23 and ME, respectively, at one month of induction. (**p**) Line index (LI) bar plot. The dotted line represents the minimum LI value of an embryogenic batch (**q**) *In vitro* Capacity (IC) bar plot. Embryogenic categories are designated with the red color palette; grayscale palette represents the non-embryogenic categories. L1-L5: Leaf primordia in the maize embryo; Co: Coleoptile; Sc: Scutellum; SAM: Shoot Apical Meristem; RAM: Root Apical Meristem; S: suspensor; Ca: Calyptra; E: Embryo; EC: Embryogenic Callus; NEC: Non-Embryogenic callus; te: tracheary elements; pc: procambium cells; pa: parenchyma cells.

Embryogenic callus was readily detected in tissues induced from IE15 during the first days of induction and it showed continuous proliferation. After one month of subculture, these tissues (calli from IE15 embryos, henceforth “C15”) displayed full degeneration of the original explant and mostly consisted of embryogenic and non-embryogenic calli (Fig. 1g,h). The main phenotypic response of IE23 to dedifferentiation (calli from IE23 embryos, henceforth “C23”) included swelling of the embryo scutellum, thickening in the posterior embryo axis and non-friable calli formation on the side of the embryo in contact with the medium (Fig. 1i,j). The ME explant displayed the most contrasting response (calli from ME embryos, henceforth “CM”), characterized by the appearance of a small proportion of non-friable calli and massive root generation through germination (Fig. 1k,l). All tissues showed early vascular organization, represented by procambial and parenchymatic cells (Fig. 1m–o; lower sections), similar to what was observed in early xylem and protoxylem (tracheal elements presence)^28^. Interestingly, the protoxylem appeared erratic and distributed across the tissues (Fig. 1n, upper section). In contrast to C23 and CM, C15 displayed particular accumulation of small, isodiametric and densely packed cells (Fig. 1m, upper section), common for meristems^29^.

The embryogenic responses were evaluated according to the average Line Index (LI)^7^, obtained by observation of calli on different embryo batches at one month after induction (Methods and Table S1). Embryogenic responses (LI ≥ 3) were observed only for C15 (LI = 4.3; Fig. 1p). The mean LIs for C23 and CM were 1.9 and 0.8, respectively. Furthermore, the three batches presented significant differences in the LI score according to the Induction Capacity (IC), which calculates the proportion of embryos with embryogenic response in each batch. Seventy-three percent of IE15 generated embryogenic calli, while only 27.1% of IE23 formed this type of callus. No embryogenic response was observed for ME (IC = 0.0%; Fig. 1q). Based on these observations, we confirmed that embryogenic callus formation in the maize VS-535 genotype depends on a narrow zygotic embryo developmental stage. The *in vitro* embryogenic potential sharply drops for 23 DAP embryo, leaf stage four^2^ (L4; Fig. 1d) and is null upon completion of development (L6; Fig. 1f). Further follow-up on callus subculture confirmed substantial differences between C15, C23 and CM phenotypes (Fig. S1a) and proliferation rates (Fig. S1b). C23 and CM displayed non-embryogenic tissues with high oxidation levels proliferating at significantly lower rates than C15 since early subcultures. In addition, only C15 was able to regenerate plants (Fig. S1c).

### Small RNAs during embryo development and callus induction

To explore how sRNAs could impact the contrasting dedifferentiation response of developmentally distinct zygotic embryos, the six previously characterized tissues (IE15, IE23, ME, C15, C23, and CM) were used for sRNA analysis in two biological replicates. 

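The deposited file of each of the 12 libraries lists every distinct genome-matched sequence (tag) with its raw read count. In 10 libraries, reads and tags equal the genome-matched totals of Table S2. The files of IE15 replicate 2 and CM replicate 1 end early, with 88.8% and 80.6% of the reads and 74.1% and 10.7% of the tags listed in that table. By a rule fixed before the data were examined, these libraries were treated as missing, so values for IE15 and CM rest on 1 library and values for the other tissues are means ± SD of 2. Comparisons with IE15 or CM were therefore given a log2FC without a p-value. Fits to all 12 libraries as deposited were added after the data were examined and are named as such.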

Over 13 million sRNAs (18 to 30 nt) were sequenced per library, of which ~62% (54.6 to 66.7%) matched to the maize B73 genome (Table S2). sRNAs of 21, 22 and 24 nt were the most abundant in all tissues (Table S2; Fig. 2). However, their distribution patterns varied among tissues as follows (Figs 2 and S2): (1) In zygotic embryos, the 24-nt sRNAs were the most abundant population, increasing substantially towards embryo maturation (up to the 55.5% of ME reads), followed by 22- and 21-nt sRNA populations; (2) The 21-nt sRNA proportion was greater in calli than in embryo for all developmental stages; (3) 22 nt abundances were relatively unchanged in all tissues; (4) A noticeable decrease in 24-nt sRNAs was observed upon callus induction for all developmental stages, resulting in similar proportions of 21, 22 and 24 nt sRNAs. 

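Among the 10 complete libraries, total sequences ranged from 7698239 to 25943613 per library, and 54.6 to 66.3% of them were genome-matched. Besides tags of 18 to 27 nt, the files hold 30-nt tags, 1.79 to 29.1% of genome-matched reads, and 0 reads of 28 or 29 nt. Shares of each size were taken over reads of 18 to 27 nt. The third most frequent size was 21 nt in ME (8.27 ± 0.264%, against 8.04 ± 0.00265% for 23 nt), but in IE23 the 23-nt share of 9.20 ± 0.00608% was above the 21-nt share of 7.54 ± 0.448%.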

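The 24-nt share was 29.7% in IE15 (Wilson 95% interval 29.68 to 29.77, counting error alone), 53.4 ± 1.32% in IE23 and 55.1 ± 0.206% in ME. In the calli it was 19.8 ± 0.653% in C15, 20.3 ± 6.40% in C23 and 19.7% in CM (Wilson 95% interval 19.66 to 19.74). In Table S2 the incomplete libraries were at 41.1% (IE15) and 18.4% (CM). From IE15 to ME the share rose by 25.4 percentage points, a difference without a test because only 1 complete IE15 library entered it. It was 19.7 points with the reads by size of Table S2, which cover both IE15 libraries (p = 0.333, exact permutation test, two-sided, the smallest p that 2 libraries against 2 allow). Calli minus embryos, the 24-nt share changed by -26.2 points and the 21-nt share by 7.23 points (each p = 0.0185, exact permutation of tissue within stage, two-sided, 54 arrangements, Benjamini-Hochberg over the 3 sizes 0.0278). This p is the smallest that 54 arrangements give. The 22-nt share changed by -3.32 points (exact permutation p = 0.0926), and its direction depended on the processing, at 0.845 points over reads of 20 to 24 nt and 6.06 points when distinct tags were counted in place of reads. The 22-nt share was 19.5% in IE15, 16.9 ± 0.793% in IE23, 21.3 ± 0.597% in ME, 14.0 ± 0.323% in C15, 18.2 ± 1.70% in C23 and 15.5% in CM.

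**Figure D1:**
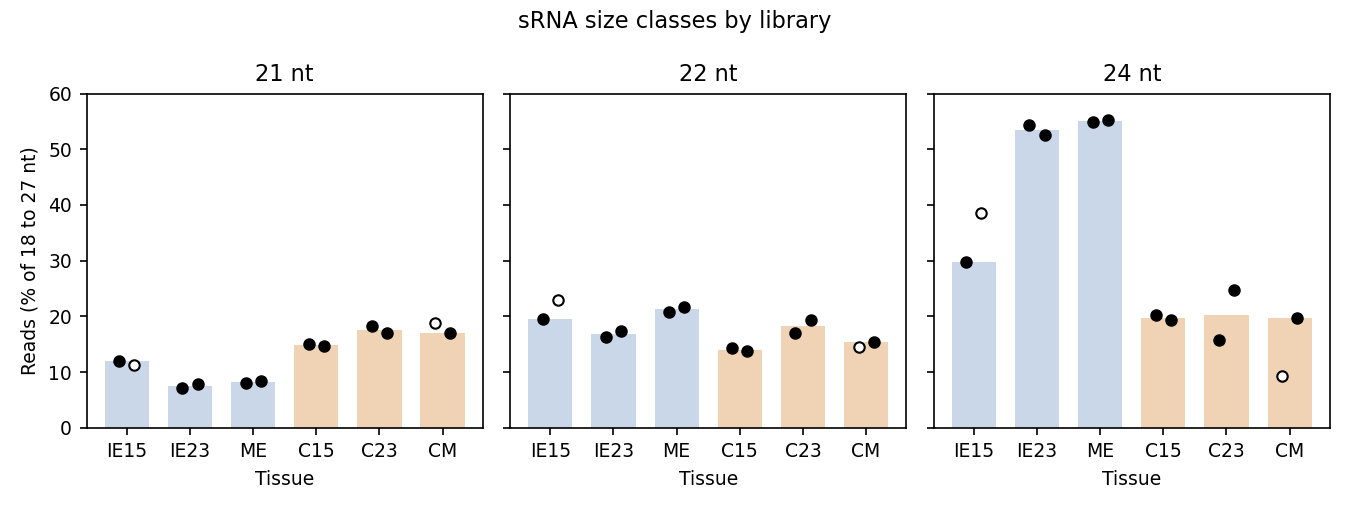
Shares of 21-, 22- and 24-nt reads among reads of 18 to 27 nt. Each point is 1 library, filled for complete files and open for the incomplete files of IE15 replicate 2 and CM replicate 1; bars are means of complete libraries.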

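By stage, the 24-nt share changed from embryo to callus by -9.93 percentage points from IE15, -33.2 from IE23 and -35.4 from ME. The 21-nt share changed by 2.84, 10.1 and 8.76 points, and the 22-nt share by -5.46, 1.30 and -5.79 points. At each stage, every complete callus library lay below every complete embryo library for 24 nt and above it for 21 nt. For 22 nt the callus libraries lay below the embryo libraries at the stages of IE15 and ME, while the libraries of IE23 and C23 overlapped. Whether these changes differ between stages was not tested. A single stage has too few libraries for a permutation test to fall under 0.05, and no model across stages was fitted to the shares. With the reads by size of Table S2, the 24-nt change was -15.6 points from IE15, -33.2 from IE23 and -36.0 from ME. The SD between libraries of a tissue was 4.25 points there.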

Overall, these results support the occurrence of sRNA length readjustment due to the dedifferentiation process, independent of the explant developmental stage or the calli embryogenic potential. However, in spite of the similar sRNA length distribution in all calli tissues, particular sRNA classes and families might differ in their accumulation patterns.

**Figure 2:**
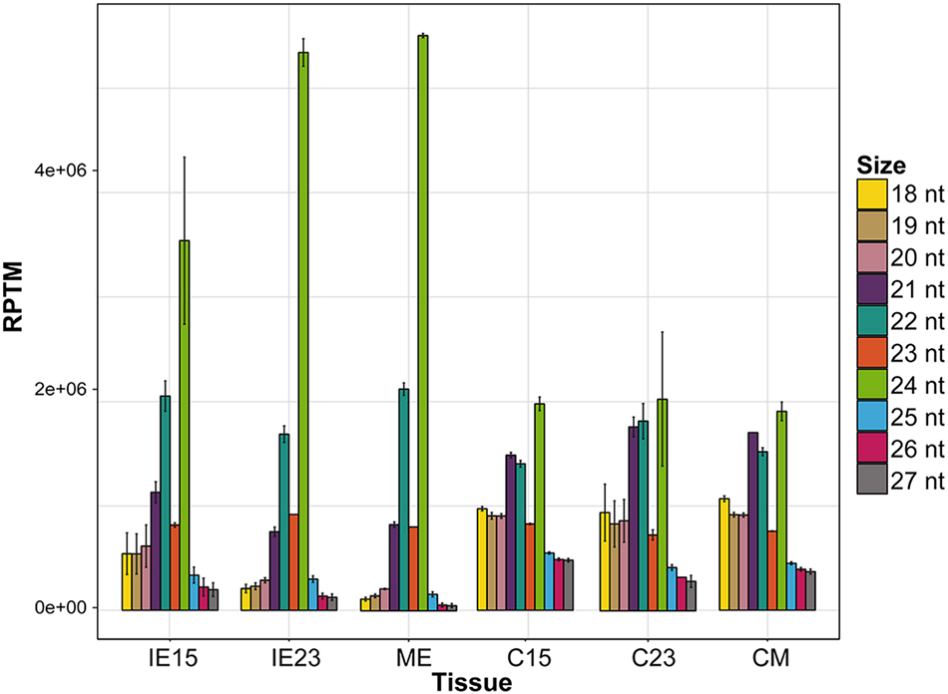
sRNA library size distribution in the different maize embryos and induced callus tissues. Size distribution is shown by normalized genome-matched reads (Reads Per 10 Million, RPTM). Mean values of the two biological replicates with standard deviation were used. IE15: Immature Embryos 15 days after pollination; IE23: Immature Embryos 23 days after pollination; ME: Mature Embryos; C15, C23 and CM: Callus tissues at one month after induction from IE15, IE23, and ME, respectively.

### Differential accumulation of miRNAs

Since dedifferentiation in SE involves major reprogramming in response to external *in vitro* stimuli, and miRNAs are essential regulators in developmental and stress responses, we examined miRNA levels in our data. 

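Tags were assigned to the 149 mature sequences of Table S3, from 30 families, allowing up to 2 nt of shift at each end. At least 1 read fell to 29 families in the 10 complete libraries, and 24 families had reads in every one of them. Fewest reads, summed over these libraries, fell to miR2275 (3 reads), miR2118 (9 reads) and miR11970 (48 reads), and miR11969 had 0. A floor of 3 reads corresponds to 2.12 to 6.46 reads per 10000000 genome-matched reads, depending on the library.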

Members of 28 known miRNA families were identified considering all libraries (Table S3). 

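Of the families with several mature sequences of at least 100 reads each (16 families), the log2 ratio of callus to embryo RPTM spread over a median range of 1.65 within a family. In 3 families the range was at most 1, in 7 it was over 2, and in 6 families sequences changed in opposite directions. Within miR156, for example, this ratio was 5.88 for miR156k-3p (258 reads) and -5.19 for miR156e-3p (848 reads). The most read miR156 sequence, miR156(a-i,l)-5p, had 132121 reads and a ratio of -0.63. Opposite directions in miR159 and miR166 also rested on sequences with few reads beside the most read one. In miR529 they rested on 268 reads beside 1351. The opposed sequences were closer in reads in miR171 (1658 at 0.71, 1269 at -3.80) and miR167 (116272 at -1.17, 33141 at 3.51). Within miR167, the share of miR167(a-d)-5p among its reads and those of miR167(e-j)-5p was 98.9% (98.7 to 99.0) in IE15, 93.9 and 93.6% in the IE23 libraries, and 80.6 and 81.8% in the ME libraries, with Wilson 95% intervals in parentheses for a tissue of 1 library. It was 73.3 and 73.5% in C15, 26.4 and 86.3% in C23, and 21.9% (21.3 to 22.6) in CM. Calli minus embryos, the share changed by -40.7 percentage points (p = 0.0185, exact permutation of tissue within stage, two-sided, 54 arrangements), although C23 replicate 2 lay within the embryo range.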

Since miRNAs from the same family showed similar patterns between tissues, with some exceptions, we merged them, combined and normalized (to reads per ten million; RPTM) their abundances for subsequent analyses. Clustering by the RPTM values in different tissues rendered groups with high (339 to 73188 median RPTM) and low (0 to 312 median RPTM) abundances across all samples (Fig. S3; Table S3). 

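Scaled to genome-matched reads, median RPTM over the 10 complete libraries ran from 0 to 67458 (miR319). The values around the border between these groups were 564 RPTM for miR444, 541 RPTM for miR164 and 406 RPTM for miR169. The SD between libraries of a tissue, as the median over tissues with 2 complete libraries, was 164.3 RPTM for miR444 and 126 RPTM for miR164, larger than the distance between them. The family values of Table S3 lie close to unscaled reads, at a median ratio of 1, so the paper's medians are on another scale than those here. Among the alternatives run, the choice of denominator moved the medians here most. Per 10000000 total sequences, the median was 345 for miR444 and 331 for miR164.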

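Median RPTM was 49838 for miR159, 46411 for miR166, 32123 for miR167 and 15586 for miR156, with libraries from 9165 to 64886 RPTM for miR156. Between these families lay miR168, at 19410.1 RPTM, and just under miR156 lay miR528, at 15522 RPTM. A tag that matches several mature sequences was counted once. Counting it for every mature sequence it matches raised the median of miR166 to 89195 RPTM. Medians at the lower end were 23.8 RPTM for miR397, 10.8 for miR1432, 9.55 for miR399, 6.55 for miR395, and 0 for miR2118 and miR2275, with the floor of 3 reads at up to 6.46 RPTM. The median hides a wide range for miR395, which reached 872 RPTM in an IE23 library.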

For example, the highly abundant miR159, miR167, miR156, miR319 and miR166 families, comprised one of the clusters, whereas the less abundant miR397, miR1432, miR399, miR2118, miR2275 and miR395 were part of a different cluster.

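Log2FC were computed from family and tasiARF counts with edgeR and TMM scaling, positive when the first-named tissue is higher, with SE from a spread shared by all tissues. Of 33 features with at least 10 reads, 10 had an adjusted p under 0.05 between IE23 and ME (5 higher in IE23), 14 between IE23 and C23 (5 higher in IE23), and 1 between C15 and C23, by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. With the replicate number as a block, these counts were 9, 11 and 1. Deviations of same-numbered libraries correlated across families at r = 0.46 for IE23 and ME, 0.21 for IE23 and C23 and 0.33 for C15 and C23. Over all pairs of tissues with complete libraries the mean was -0.0254. With genome-matched library totals in place of TMM, the median log2FC shifted by -1.03 for IE15 vs C15, -1.63 for IE23 vs C23 and -1.69 for ME vs CM, and the counts became 8, 26 and 3. Of those 26, only miR395 and tasiARF3g/i were higher in IE23. Of the 115 changes that the paper names, 12 changed sign with library totals, which shift the features of a comparison together. Taking out the median shift of a comparison brings values back near those with TMM (largest remaining move 1.17). That 0 then changed sign follows largely from this and is not a separate test.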

Differential accumulation (DA) of miRNAs was examined through three different comparisons: (i) between embryos, (ii) callus induction between explants, and (iii) between calli. 

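For IE15 vs IE23, log2FC was 2.63 ± 0.73 (SE) for miR156, 2.14 ± 0.49 for miR162, 1.75 ± 0.38 for miR159, 1.33 ± 0.35 for miR167, 1.17 ± 0.39 for miR171 and 0.86 ± 0.31 for miR390. For IE15 vs ME it was 2.07, 1.34, 1.74, 1.98, 1.82 and 2.31 in the same order. For miR168, miR169, miR393, miR444 and miR529, log2FC of IE15 vs ME was -1.45 ± 0.33, -1.75 ± 0.69, -2.33 ± 0.73, -0.67 ± 0.48 and -2.25 ± 0.91, and of IE15 vs IE23 -0.80, 0.51, 0.61, 0.54 and 0.61. Counting only exact mature sequences reversed miR393 in IE15 vs ME, with 2 reads left in the complete IE15 library and 0 and 2 in ME, below the floor of 3 reads. Library totals that leave out 24-nt reads reversed miR444 in IE15 vs IE23. In the edgeR fit to all 12 libraries, 7 features had an adjusted p under 0.05 for IE15 vs IE23 and 12 for IE15 vs ME. There, adjusted p for IE15 vs IE23 was 0.0203 for miR156, 0.0359 for miR159, 0.00704 for miR162, 0.0131 for miR167, 0.0203 for miR171 and 0.216 for miR390. For IE15 vs ME, the same edgeR fit gave adjusted p of 0.0587 for miR156, 0.0389 for miR159, 0.0521 for miR162, 0.00142 for miR167, 0.00251 for miR171, 0.00142 for miR390, 0.00787 for miR168, 0.0116 for miR169, 0.00251 for miR393, 0.112 for miR444 and 0.00809 for miR529. Between IE23 and ME, log2FC was -2.94 ± 0.60 for miR393 (adjusted p = 0.0146, edgeR), -2.85 ± 0.72 for miR529 (adjusted p = 0.0268) and -2.26 ± 0.52 for miR169 (adjusted p = 0.0198).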

Statistically significant DA miRNAs were found between all embryo developmental stages, with greater differences for IE15 vs ME (Fig. 3a). miR156, miR159, miR162, miR167, miR171 and miR390 showed significantly higher levels in IE15, whereas miR168, miR169, miR393, miR444 and miR529 were preferentially accumulated in the ME and showed no differences between IE15 and IE23. 

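For miR395, the ratio of IE23 to IE15 was 3.00-fold (1 SE: 1.84 to 4.91), and that of IE23 to ME was 155-fold (1 SE: 94.8 to 252), with log2FC of IE23 vs ME at 7.27 ± 0.71 (adjusted p = 0.000922, edgeR). Mean RPTM of miR395 was 223 in IE15, 765 ± 151 in IE23 and 5.28 ± 4.76 in ME, where the count is near the floor of 3 reads. For miR398, log2FC was -1.92 ± 0.48 for IE15 vs IE23 and 2.14 ± 0.39 for IE23 vs ME (adjusted p = 0.0121, edgeR). IE15 vs ME gave 0.22 ± 0.48, smaller than its SE and -0.0758 with library totals. In the all-library edgeR fit, IE15 vs IE23 gave an adjusted p of 0.0538 for miR395 and 0.00704 for miR398.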

Other miRNAs were characterized by unique patterns: miR395 significantly increased from IE15 to IE23 (2.3-fold change) but then dropped in ME (131-fold decrease compared to IE23); miR398 had a statistically significant increase in accumulation only for IE23. On the other hand, miR408 demonstrated the lowest abundance level in IE15, increased in IE23 and further decreased in ME (1.4-fold change). 

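Mean RPTM of miR408 was 1750.3 in IE15, 7734 ± 1414 in IE23 and 3553 ± 232 in ME. Its log2FC was -1.95 ± 0.32 for IE15 vs IE23 and -0.71 ± 0.32 for IE15 vs ME. IE23 exceeded ME 2.37-fold (1 SE: 1.98 to 2.84), at a log2FC of 1.24 ± 0.26 (adjusted p = 0.0146, edgeR). Using all 12 libraries, adjusted p in edgeR was 0.00180 for IE15 vs IE23 and 0.0239 for IE15 vs ME.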

The miRNAs with lower accumulation in IE15 than IE23 are related to stress responses. Overall, these patterns may reflect the dynamic nature of miRNA levels during embryo development and, most importantly, its potential impact on the explant differential responses to dedifferentiation.

**Figure 3:**
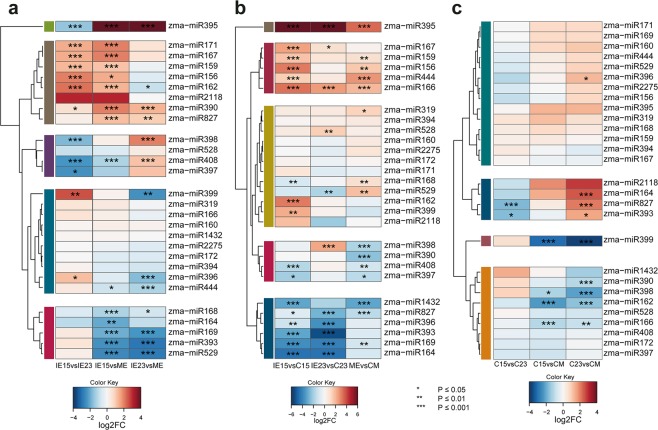
miRNA differential accumulation (DA) during callus induction from maize embryos collected at different developmental stages. (**a**) DA of miRNAs between zygotic embryos developmental stages (IE15, IE23 and ME). Comparisons were done for IE15 vs. IE23, IE15 vs. ME and IE23 vs. ME. (**b**) DA of miRNAs during the induction of Somatic Embryogenesis. Comparisons were done for IE15 vs. C15, IE23 vs. C23 and ME vs. CM. (**c**) DA of miRNAs in callus tissues obtained from developmentally distinct embryos at one month of induction. Comparisons were done for C15 vs. C23, C15 vs. CM and C23 vs. CM. Values of DA were expressed as the log2 Fold Change (log2FC) and significant values indicated as follows: *p < 0.05; **p < 0.01; ***p < 0.001.

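For IE23 vs C23, log2FC was -5.20 ± 0.79 for miR164 (adjusted p = 0.00320, edgeR), -5.68 ± 0.59 for miR393 (adjusted p = 0.000453), -4.14 ± 0.46 for miR396 (adjusted p = 0.000453) and -3.28 ± 0.30 for miR827 (adjusted p = 0.000268). For miR1432 it was -2.40 ± 1.01 (adjusted p = 0.0864, edgeR). For IE15 vs C15, log2FC was -4.94 ± 1.10 for miR164, -3.48 ± 0.73 for miR393, -1.23 ± 0.57 for miR396 and -0.72 ± 0.37 for miR827. The complete IE15 library had 0 reads of miR1432 (floor of 3 reads, 5.54 RPTM), so no SE could be estimated for its log2FC of -8.58. In the edgeR fit to all 12 libraries, IE15 vs C15 gave adjusted p of 0.000286 for miR164, 0.000281 for miR393, 0.0171 for miR396, 0.0505 for miR827 and 0.00646 for miR1432. For ME vs CM, log2FC was -1.32 for miR164, -1.33 for miR393, -0.99 for miR396, -2.14 for miR827 and -3.61 for miR1432. With library totals, log2FC of these 5 families moved further below 0 in all 3 inductions. Library totals lower log2FC in each induction, so values already below 0 could not change direction. Outside these families, IE23 vs C23 gave -4.72 ± 0.52 for miR169 (adjusted p = 0.000453, edgeR) and -1.15 ± 0.32 for miR171 (adjusted p = 0.0246), which became 1.47 when only exact mature sequences were counted. For miR11970, the C23 libraries had 20 and 23 reads and the IE23 libraries 0 (log2FC -7.04, SE not estimable, adjusted p = 0.0415, edgeR).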

miR164, miR393, miR396, miR827 and miR1432 were highly accumulated in calli obtained from IE15 and IE23, showing significantly lower levels in the corresponding explants (Fig. 3b; bottom cluster). Concomitantly, miR156, miR159, miR166, miR167, miR395 and miR444 were more abundant in the zygotic embryo tissues (Fig. 3b; upper cluster). 

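For IE15 vs C15, log2FC was 3.32 ± 0.73 for miR156, 1.67 ± 0.38 for miR159, 1.77 ± 0.35 for miR167 and 1.12 ± 0.48 for miR444, all above 0 with library totals too (2.29, 0.64, 0.74 and 0.0938). For IE23 vs C23, it was -0.13 ± 0.59 for miR156 (0.25 with DESeq2), and 0.24 ± 0.31, 0.57 ± 0.29 and 0.19 ± 0.39 for miR159, miR167 and miR444, which became -1.44, -1.13 and -1.50 with library totals. With TMM, the adjusted p in edgeR was 0.865 for miR156, 0.588 for miR159, 0.135 for miR167 and 0.748 for miR444. For ME vs CM, log2FC was 1.22 ± 0.73 for miR156 and 0.60 ± 0.38 for miR159, each of them below 0 with library totals (-0.45 and -1.08), -0.22 ± 0.35 for miR167 (0.25 with DESeq2), and 2.08 ± 0.47 for miR444. In the all-library edgeR fit, IE15 vs C15 gave adjusted p of 0.00143 for miR156, 0.0191 for miR159, 0.000666 for miR167 and 0.0711 for miR444.

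**Figure D2:**
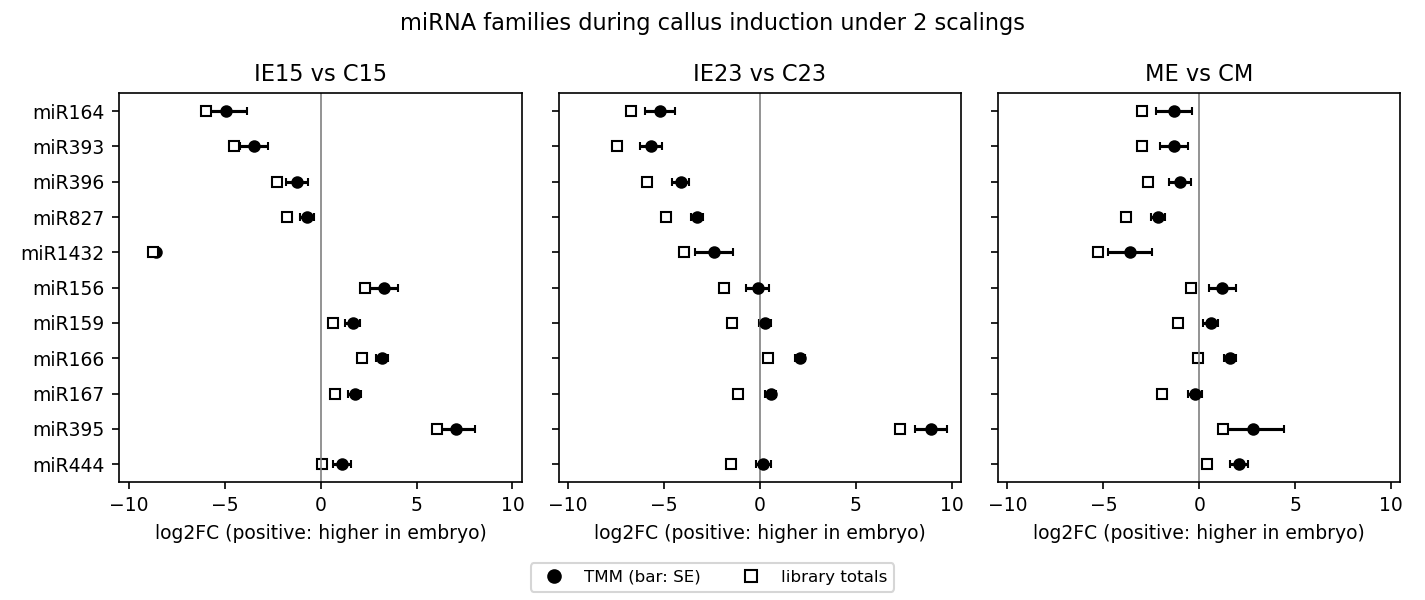
Log2FC of 11 miRNA families from embryo to callus with TMM (filled, bar: SE) and with genome-matched library totals (open). Comparisons with IE15 or CM rest on 1 complete library of that tissue. For miR1432 in IE15 vs C15 the SE was not estimable.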

The difference was significant for all embryo developmental stages only for miR166 and miR395 (Fig. 3b; upper clusters). 

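For miR166, log2FC was 3.20 ± 0.30 from IE15, 2.10 ± 0.24 from IE23 (adjusted p = 0.000453, edgeR) and 1.61 ± 0.30 from ME, the last of which fell to -0.0858 with library totals. For miR395 it was 7.07 ± 1.00, 8.93 ± 0.86 (adjusted p = 0.000268, edgeR) and 2.81 ± 1.64, and stayed above 0 with library totals (6.05, 7.29 and 1.26). The callus counts of miR395 lie near the floor, with mean RPTM of 3.34 ± 2.67 in C15, 4.83 ± 4.31 in C23 and 2.15 in CM. Fitted to all 12 libraries, edgeR gave adjusted p of 7.64e-05 and 5.54e-05 for miR166 and miR395 from IE15, and 0.00277 and 0.0155 from ME.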

Besides the observed general responses, some miRNAs had a unique pattern for IE15, the explant with greatest embryogenic potential. 

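From IE15, log2FC of embryo vs callus was 2.50 ± 1.15 for miR399 and -1.75 ± 0.33 for miR168. From IE23 it was -0.24 ± 1.17 for miR399 (adjusted p = 0.865, edgeR, and above 0 with the size factors of DESeq2) and -0.64 ± 0.27 for miR168 (adjusted p = 0.0947, edgeR). From ME it was -1.56 ± 0.98 for miR399 and 0.60 ± 0.33 for miR168, and the latter became -1.09 with library totals. In the all-library edgeR fit, adjusted p from IE15 was 0.139 for miR399 and 0.00219 for miR168. Mean RPTM of miR399 was 22.2 in IE15, 7.84 ± 1.23 in C15, 2.12 ± 3.00 in IE23 and 8.29 ± 3.37 in C23. For miR396, log2FC was below 0 from each explant, that is lower in the embryo (-1.23 ± 0.57 from IE15, -4.14 ± 0.46 from IE23, -0.99 ± 0.57 from ME). From IE15, the all-library edgeR fit gave miR396 an adjusted p of 0.0171.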

Particularly, it was the only explant with significantly higher miR396 and miR399, and lower miR168 levels (Fig. 3b; clusters 3 and 5 from the top). In addition, miR398 and miR529 did not show significant DA during callus induction from IE15, while they were oppositely regulated in IE23 and ME inductions. These observations supported that readjustments for some miRNA families during dedifferentiation strongly depend on the explant developmental stage. Moreover, the starting miRNA level in the explant might have influenced their target regulation during callus induction. 

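For miR398, log2FC was -0.96 ± 0.48 from IE15, 1.88 ± 0.39 from IE23 (adjusted p = 0.00809, edgeR) and -2.11 ± 0.48 from ME. For miR529 it was -1.17 ± 0.92 from IE15, -2.30 ± 0.72 from IE23 (adjusted p = 0.0415, edgeR) and 1.44 ± 0.86 from ME, which became -0.23 with library totals. Leaving out each library in turn, the value from IE23 ran from 1.49 to 2.43 for miR398 and from -2.97 to -0.88 for miR529. With all 12 libraries, the adjusted p in edgeR was 0.0777 and 0.0711 for miR398 and miR529 from IE15, and 0.00277 and 0.0585 from ME.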

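The differences between inductions were tested directly as interaction terms in the edgeR fit to all 12 libraries, over 34 features for each pair of explants. Adjusted p was under 0.05 for 6 features between the inductions from IE15 and IE23, 9 between IE15 and ME, and 9 between IE23 and ME. With library totals these counts were 11, 11 and 9. For miR398 the log2FC from IE23 exceeded that from IE15 by 2.77 (adjusted p = 0.0131), and that from ME differed from that from IE23 by -3.92 (adjusted p = 0.000616), both by edgeR. For miR529 the ME induction exceeded the IE23 induction by 3.95 (adjusted p = 0.00665) and for miR168 it exceeded the IE15 induction by 2.34 (adjusted p = 0.00728), by edgeR, the latter with an adjusted p of 0.0554 with library totals. The paper draws here on families with a pattern unique to IE15 and on miR398 and miR529, which it describes as oppositely regulated in the inductions from IE23 and ME.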

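For miR166, mean RPTM was 76377 in IE15, 46411 ± 5203 in IE23 and 60083 ± 12443 in ME. Log2FC was 0.90 ± 0.30 for IE15 vs IE23 and 0.67 ± 0.30 for IE15 vs ME, without a test, and the latter became -0.31 with library totals that leave out 24-nt reads, an alternative added after the data were examined. In the all-library edgeR fit these were 0.55 (adjusted p = 0.278) and 0.19 (adjusted p = 0.750).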

For example, miR156, miR166 and miR167 were significantly more abundant in the IE15 explant (Fig. 3a). While their abundance decreased in the induced callus for all explants (Fig. 3b), the final level of mRNA targets could partially depend on the miRNA initial amount.

Surprisingly, despite the contrasting morphological and embryogenic features between calli (Fig. 1g–q), significant differences in miRNA abundance were observed mostly for CM when compared to either C15 or C23. It displayed significantly higher levels of miR162, miR166, miR398 and miR399 than C15 and C23, and showed significantly lower levels of miR164, miR390, and miR396 than C23 (Fig. 3c). In addition, miR393 and miR827 showed significantly lower levels in C15 compared to C23 - a distinctive feature between these two calli types. 

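Among calli, 4 features had an unadjusted p under 0.05 in edgeR between C15 and C23. In the edgeR fit to all 12 libraries, 0 features had an adjusted p under 0.05 for C15 vs C23 (4 at an unadjusted p under 0.05), 1 for C15 vs CM and 6 for C23 vs CM. With library totals, this fit gave 9, 7 and 7. Between the C23 libraries, the log2 ratio of family counts had an SD of 1.34 across features, against 0.15 between the C15 libraries.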

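For C15 vs CM, log2FC was -2.10 ± 0.48 for miR162, -0.92 ± 0.30 for miR166, -0.93 ± 0.48 for miR398 and -3.02 ± 1.07 for miR399. For C23 vs CM it was -1.46 ± 0.48, -0.73 ± 0.30, -1.85 ± 0.48 and -3.70 ± 1.08 in the same order, and 2.89 ± 0.95 for miR164, -0.97 ± 0.31 for miR390 and 1.42 ± 0.57 for miR396. The negative value places miR390 higher in CM than in C23. Leaving out each library in turn gave 0.79 to 3.70 for miR164, -1.17 to -0.96 for miR390 and 0.69 to 1.80 for miR396. In the all-library edgeR fit, C15 vs CM gave adjusted p of 0.0251 for miR162, and 0.108 for each of miR166, miR398 and miR399. That edgeR fit gave, for C23 vs CM, adjusted p of 0.0446 for miR162, 0.141 for miR166, 0.00922 for miR398, 0.0201 for miR399, 0.0155 for miR164, 0.0651 for miR390 and 0.0709 for miR396.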

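Log2FC of C15 vs C23 was -1.83 ± 0.30 for miR827 (adjusted p = 0.0173, edgeR) and -1.58 ± 0.59 for miR393 (adjusted p = 0.292). Leaving out each library in turn, it ran from -2.10 to -1.66 for miR827 and from -2.43 to -0.27 for miR393. Mean RPTM was 6552 ± 914 in C15 and 39895 ± 5127 in C23 for miR827, and 7168 ± 671 and 40570.0 ± 38467 for miR393.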

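For miR393, log2FC of C15 vs CM was -0.17 ± 0.72, with an adjusted p of 0.878 in the edgeR fit to all 12 libraries, and it became 1.70 when only exact mature sequences were counted (13 and 16 reads in C15 and 7 in the complete CM library).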

A few miRNA families with known roles in developmental processes, miR162, miR166 and miR393, distinguished C15 and CM calli. Such differences might translate into amplified effects on several targets and their corresponding downstream activities. Furthermore, other sRNA populations might additionally impact the fate of the callus.

### miRNA target regulation in dedifferentiation, by explant developmental stage

miRNA regulation is exerted through the control of particular target abundances or translation. RNA-seq data was generated from the same samples used for sRNA analysis, and with these data, we inspected either predicted or experimentally confirmed miRNA targets (Figs S4–S6). As expected, significantly different abundances were found for several miRNA targets during the zygotic embryo development (Fig. S4). *SQUAMOSA BINDING PROTEIN ZmSBP2*, 3, 18 and 27 (miR156 targets), *b-HELIX-LOOP-HELIX ZmbHLH137* (miR162 target), *AUXIN RESPONSE FACTORS ZmARF16*, 18 and 30 (miR167 targets) were all up regulated at later developmental stages, inversely mirroring the miRNA accumulation (Fig. 3). On the other hand, *ZmSBP6*, targeted by miR529, as well as transcripts encoding histone-lysine N-methyltransferase member (*SUVH9*), *ZmSBP1* and *TRANSPORT INHIBITOR RESPONSE 1* (*TIR1*), targeted by miR393, showed significantly lower levels in the mature embryo (Fig. S3). The abundance of these targets negatively correlates with the higher miR393 and miR529 levels in the mature embryo (Fig. 3a).

Important differences in the *ZmSBP* family were also observed during dedifferentiation (Fig. S5). Significantly up-regulated transcripts were detected in C15 induction (*ZmSBP18*, 20, 22 and 29), whereas down-regulated SBP isoforms (*ZmSBP2*, 3, 8, 30, 32 and the a transcript orthologous to Arabidopsis *SPL18*) were more numerous during CM induction. On the other hand, *CUP-SHAPED COTYLEDON 2* (*ZmCUC2*), miR164 target, significantly decreased in C15, but not in C23 or CM callus induction. A set of *ZmARFs* targeted by miR167 showed differential patterns in C15 and C23 induction, such as *ZmARF22* (up-regulated for C15, but not for C23) and *ZmARF18* (down-regulated for C23, but not for C15). Other *ZmARFs* targeted by miR167 did not show a negative correlation with the miRNA during callus induction, suggesting additional levels of transcript abundance regulation or translational inhibition, rather than cleavage promoted by the miRNA.

Many targets of stress-related miRNAs showed an inverse pattern relative to their cognate miRNAs in calli, regardless of the developmental stage of the explant. For example, a group of *GROWTH REGULATOR FACTOR* (*GRF*) genes targeted by miR396, decreased in callus tissues. On the other hand, levels increased for transcripts of sulfate transporters and other sulfate metabolism-related proteins, targets of miR395. Curiously, in spite of the lack of significance in miRNA DA between C15 and C23, several miRNA targets showed significant DA in these tissues (Fig. S6). These included *ZmNAC113* (miR164 target) and *ZmGRF6* (miR396 target), more abundant in C23, as well as *Zm00001d025268* orthologous to *AUXIN SIGNALING F-BOX 3* (*AFB3*) and target of miR393, which was more abundant in C15. Hence, although the overall de-differentiation process implies similar miRNA readjustments for all explants, differential target accumulation patterns upon callus induction might result from both miRNA levels and transcriptional regulation of their target transcripts.

### Differential accumulation of tasiRNAs

Plant *TAS3* tasiRNAs function to regulate auxin responses during development; these so-called tasiARFs target members of the ARF transcription factor family^30^. Since callus induction occurs in response to high exogenous auxin levels, tasiRNAs may well function during the SE process^31^. In maize, nine *TAS3* loci (*TAS3a-i*) have been identified^32^. Eight of them produce mature tasiARFs that target transcripts of the ARF3 family (Table S4). The *TAS3a-c* loci produce two tasiARFs (1 and 2) each, yielding a total of eleven mature maize tasiARFs. However, tasiARF3b-1, tasiARF3b-2 and tasiARF3g are identical in sequence to tasiARF3c-1, tasiARF3c-2 and tasiARF3i, respectively, and were not differentiated in our analysis.

The nine *TAS3* precursors were detected in IE15 and presented higher levels, except for *TAS3a*, *TAS3b*, *TAS3d* and *TAS3h*, which were more abundant in IE23 (Fig. S7a). *TAS3a*, *TAS3e*, *TAS3h*, and *TAS3i* precursors were only detected in zygotic embryos. Moreover, the *TAS3c* precursor exclusively appeared in IE15 and C15. All tasiARFs except tasiARF3f were detected in at least one tissue. 

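Counting the 38 sequences of Table S4 as 8 distinguishable tasiARFs, 6 had reads in the complete libraries and 7 in all 12 libraries. tasiARF3e had 1 read, in the incomplete file of IE15 replicate 2, and tasiARF3f had 0 reads in any file. All tasiARF reads together numbered 80 to 900 per complete library, so most tasiARFs other than tasiARF3b/c-1 lie near the floor of 3 reads in several libraries.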

Their overall abundance was higher in callus (Table S4). 

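Summed tasiARF abundance was 148 to 479.9 RPTM in embryo libraries and 1174 to 1601 RPTM in callus libraries. Calli exceeded embryos by 1191 RPTM on average (p = 0.0185, exact permutation of tissue within stage, two-sided, 54 arrangements), with differences of 1084 RPTM from IE15, 1366 from IE23 and 1123 from ME. RPTM divides by all genome-matched reads, a total in which the 24-nt share is smaller in calli.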

Particularly, tasiARF3b/c were the most abundant (Fig. S7b). They also showed significantly lower levels in IE15 and IE23, compared to ME (Fig. 4a). 

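tasiARF3b/c-1 made up 25.8 to 90.8% of tasiARF reads in complete embryo libraries and 91.3 to 98.7% in complete callus libraries. In the IE23 libraries, tasiARF3a-1 (101.3 ± 4.57 RPTM) was above tasiARF3b/c-1 (64.1 ± 21.3 RPTM). Mean RPTM of tasiARF3b/c-1 was 118 in IE15, 293 ± 201 in ME, 1205 ± 77.6 in C15, 1499.7 ± 52.5 in C23 and 1466 in CM.

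**Figure D3:**
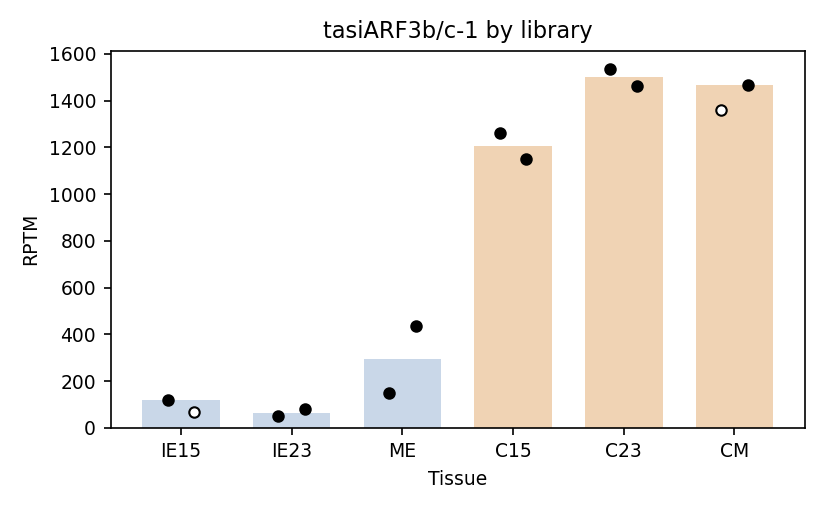
RPTM of tasiARF3b/c-1 by tissue. Each point is 1 library, filled for complete files and open for incomplete files; bars are means of complete libraries.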

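Log2FC of tasiARF3b/c-1 was -2.04 ± 0.50 for IE23 vs ME (adjusted p = 0.0231, edgeR). For IE15 vs ME it was -0.97 ± 0.62, or 0.12 when only exact mature sequences were counted, which leaves 2 reads in the complete IE15 library and 4 and 6 in ME, near the floor of 3 reads. In the edgeR fit to all 12 libraries, IE15 vs ME gave -1.64 (adjusted p = 0.0389). tasiARF3b/c-2 had 4 and 3 reads in IE23, 4 reads in each ME library and 0 in the complete IE15 library, too few for a difference to be detectable at this depth.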

Two contrasting patterns of tasiARF abundances were observed during dedifferentiation. Mature tasiARF3a, tasiARF3d, tasiARF3g and tasiARF3i were more abundant in embryo tissues, while tasiARF3b/c were more abundant in calli (Fig. 4b). tasiARF up-regulation during dedifferentiation was statistically significant only for C15 and C23. 

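For IE23 vs C23, log2FC of tasiARF3b/c-1 was -2.91 ± 0.50 (adjusted p = 0.00320, edgeR), or -2.93 with the replicate number as a block (adjusted p = 0.00284). It was -2.32 ± 0.61 for IE15 vs C15 and -0.65 ± 0.60 for ME vs CM. With library totals the values were -4.54, -3.35 and -2.32. In the edgeR fit to all 12 libraries, tasiARF3b/c-1 had an adjusted p of 0.00143 for IE15 vs C15 and 0.527 for ME vs CM. With library totals that edgeR fit gave -2.27 for ME vs CM (adjusted p = 0.00140). Among the other tasiARFs, log2FC of IE23 vs C23 was 4.40 ± 1.22 for tasiARF3g/i (adjusted p = 0.0197, edgeR), 3.75 ± 1.13 for tasiARF3a-1 (adjusted p = 0.0415) and 2.71 ± 1.23 for tasiARF3d (adjusted p = 0.0864). tasiARF3a-2 gave 0.75 ± 0.98, which became -0.81 with library totals. For IE15 vs C15, log2FC was 4.40 ± 1.81 for tasiARF3g/i and 2.93 ± 2.14 for tasiARF3a-1, and for tasiARF3d 0.26 ± 2.00, which became -0.72 with library totals. For ME vs CM, tasiARF3a-1 gave 5.96 ± 2.68 and tasiARF3d 0.45 ± 1.24, which became -1.22 with library totals. tasiARF3g/i had 26 and 18 reads in ME and 0 in the complete CM library. Log2FC of tasiARF3b/c-2 was -2.34 ± 1.14 for IE23 vs C23 (adjusted p = 0.117, edgeR) and -0.34 ± 1.44 for ME vs CM. For IE15 vs C15 its SE was not estimable, with 0 reads in the complete IE15 library.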

Between the calli induced from different embryo explants statistically significant DA was observed for tasiARF3a-1 between C23 and CM (Fig. 4c).

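tasiARF3a-1 had 2 and 22 reads in the C23 libraries and 1 read in the complete CM library, below the floor of 3 reads. Log2FC of C23 vs CM was 3.42 ± 2.72, with an adjusted p of 0.0709 in the edgeR fit to all 12 libraries.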

**Figure 4:**
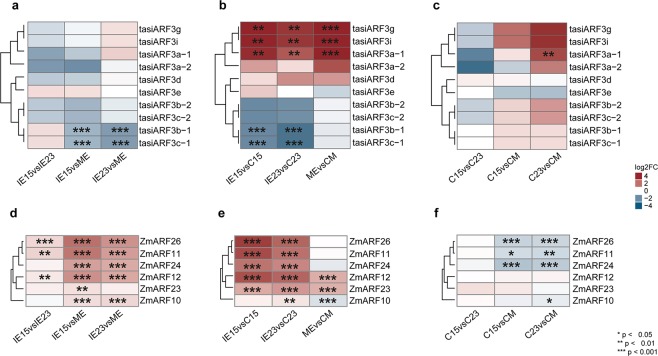
Regulation mediated by tasiARFs pathway during maize callus induction. (**a**) Differential accumulation (DA) of tasiARFs between zygotic embryos developmental stages (IE15, IE23 and ME). Comparisons were done for IE15 vs. IE23, IE15 vs. ME and IE23 vs. ME. (**b**) DA of tasiARFs during the induction of Somatic Embryogenesis. Comparisons were done for IE15 vs. C15, IE23 vs. C23 and ME vs. CM. (**c**) DA of tasiARFs in callus tissues obtained from developmentally distinct embryos at one month of induction. Comparisons were done for C15 vs. C23, C15 vs. CM and C23 vs. CM. (**d**–**f**) DA of Auxin Response Factors (ARFs) targets of tasiARFs. Comparisons were done as described for (**a**–**c**), respectively. Values of DA were expressed as the log2 Fold Change (log2FC) and significant values indicated as follows: *p < 0.05; **p < 0.01; ***p < 0.001.

To evaluate tasiARF-mediated regulation, we analyzed the sequences of 36 *ARF* genes reported for maize. Prior reports indicated five *ARFs* are targeted by tasiARFs^30,32^. Our analysis of the remaining 32 sequences identified an additional *ARF* possibly targeted by tasiARFs (*ZmARF10*). Based on the RNA-seq data, all TAS3-targeted *ARF* genes showed significant DA between the embryo developmental stages, particularly when compared to ME. The *ARF* patterns of accumulation inversely correlated with tasiARF3b/c abundances, showing higher accumulation in IE15 compared to IE23 and ME (Fig. 4d). During dedifferentiation, *ZmARF11*, *ZmARF24 and ZmARF26* transcripts were significantly reduced in C15 and C23, but not in CM (Fig. 4e). In addition, *ZmARF10* displayed up-regulation in CM. Consistent with these patterns, calli produced from IE15 and IE23 showed significantly lower levels of *ARF-*encoding transcripts (Fig. 4f), suggesting efficient regulation mediated by tasiARF3b/c particularly for these types of calli. In addition to tasiARF-regulated *ZmARF* family members, other *ARFs* were significantly decreased or increased during callus induction (Fig. S8). This is in agreement with a report on Arabidopsis SE, showing contrasting patterns for different *ARF* family members^33^.

### Validation of miRNA, tasiARF and target accumulation patterns by RT-qPCR

To confirm the differential accumulation of miR156, miR160, miR164, miR166, miR390 and tasiARFb in maize embryos and induced calli, we used RT-qPCR and compared their patterns with the levels of some of their targets (Fig. 5). Most sRNAs showed similar abundances or trends to the high-throughput sequencing data, except miR390 (Fig. 5c). miR156, miR160 and miR166 displayed higher levels in the IE15 sample than in IE23 or ME (Fig. 5a). Upon callus induction, miR160 remained high for C15 and C23, but not for CM, miR164 increased in all calli, miR390 showed particularly high levels for C15 and miR166 abundance increased only for CM. Negative correlation was observed for miR160, miR164 and miR390 targets in C15 and C23, albeit differential patterns existed for targets of the same miRNA (miR160 and miR390). On the other hand, miR156 and miR166 reduction during callus induction was also accompanied by target decrease, except for CM, suggesting additional levels of regulation for these targets.

**Figure 5:**
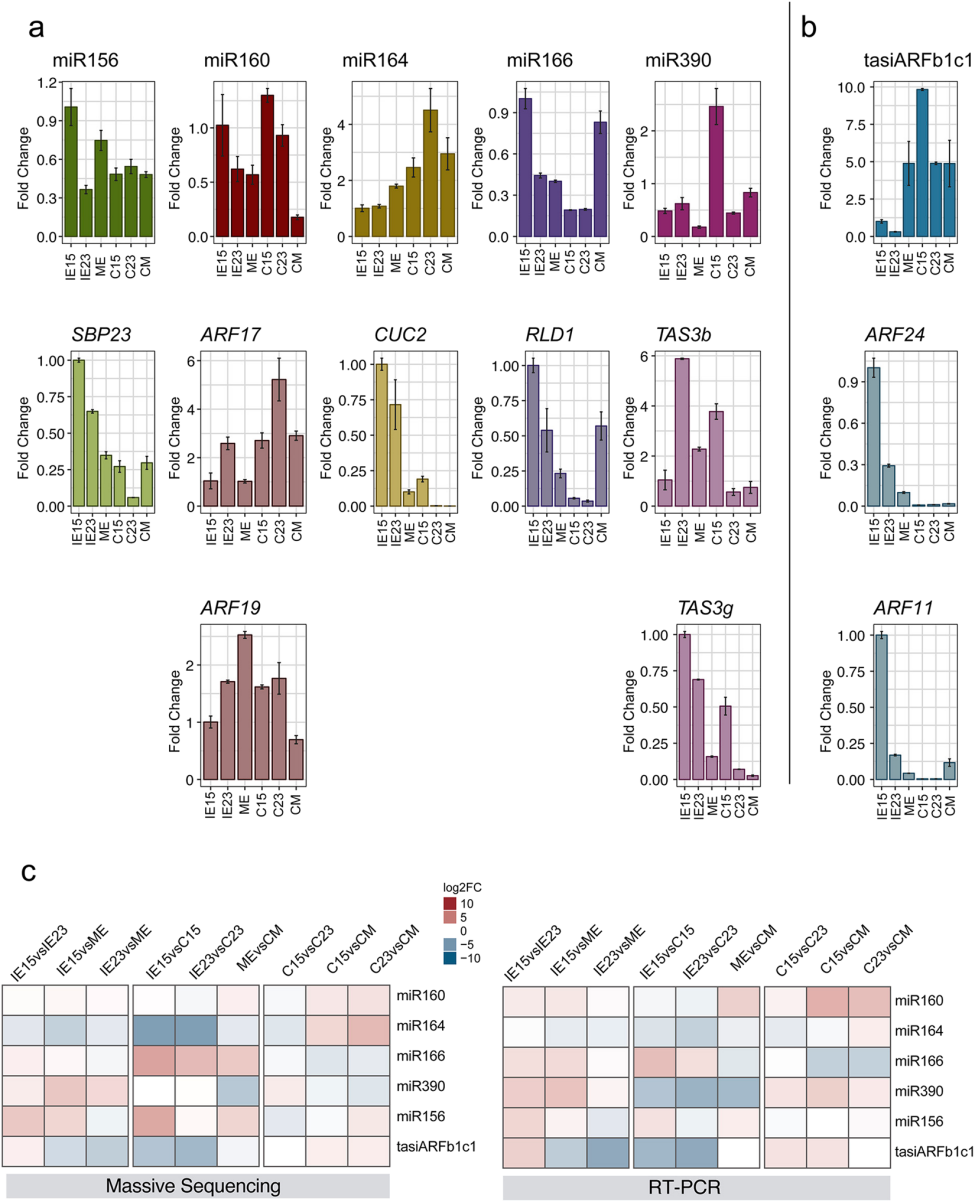
Relative abundances of selected sRNA and their corresponding targets during callus induction from zygotic embryos collected at distinct developmental stages. sRNA and mRNA abundances were analyzed by qRT-PCR in Tuxpeño VS-535 immature embryos (IE15, IE23) and mature embryos (ME) used as explants and the corresponding induced one-month callus tissues (C15, C23, CM). Accumulation of selected sRNAs (upper graphs, 1^st^ row) and their targets (lower graphs, 2^nd^ and 3^rd^ rows) are shown in similar bar color. (**a**) miRNAs and targets; (**b**) tasiARF and targets. Fold change represents abundances relative to IE15. sRNAs were normalized by U6 snRNA and targets by 18S rRNA internal controls. (**c**) Heat maps comparing differential accumulation of selected sRNAs by massive sequencing and qRT-PCR according to the value of log2FC.

miR390 is required for the tasiARF biogenesis pathway for appropriate processing of *TAS3* precursors. This miRNA was more abundant in C15 than in other calli correlating with higher levels of tasiARFb1c1 (Fig. 5b). The TAS3b precursor accumulated in IE23 compared to the other explants correlating with low levels of miR390 and the tasiARF. Curiously, we were able to detect the *TAS3g* precursor but not the corresponding tasiARF (Table S4) suggesting some selectivity for processing by miR390-guided RISC. In addition, *ZmARF24* and *ZmARF11* showed strong negative correlation with tasiARFb accumulation upon callus induction (C15 and C23), consistent with the high-throughput sequencing data (Fig. 4).

### sRNAs mapped to transposable elements

The abundances of siRNAs matched to TEs and repeat regions in the maize genome were normalized according to the copy number of each TE superfamily (Table S5). Size analysis indicated that both 22- and 24-nt species were the most abundant for all tissues (Fig. S9). The 24-nt hc-siRNAs from all TEs sharply decreased in the induced callus, as compared to the corresponding embryo explant, whereas the 22-nt species decreased to a lesser extent (Fig. S9). Although the biogenesis of 22-mers mapping to TEs and repeats in maize is not well described^24^, we grouped them together with 24-nt hc-siRNAs, since they have a comparable genome distribution. LTR Class I retrotransposons (Copia, Gypsy and RLX-Unknown-LTR) accounted for more than 60% of the mapped sRNAs in all the tissues, followed by Helitron Class II DNA transposons (Figs 6 and S9). The proportion of hc-siRNAs from other TE superfamilies varied during callus induction. While the Copia-derived hc-siRNAs were reduced in the callus, hc-siRNAs from Gypsy and RLX-Unknown-LTRs were increased.

**Figure 6:**
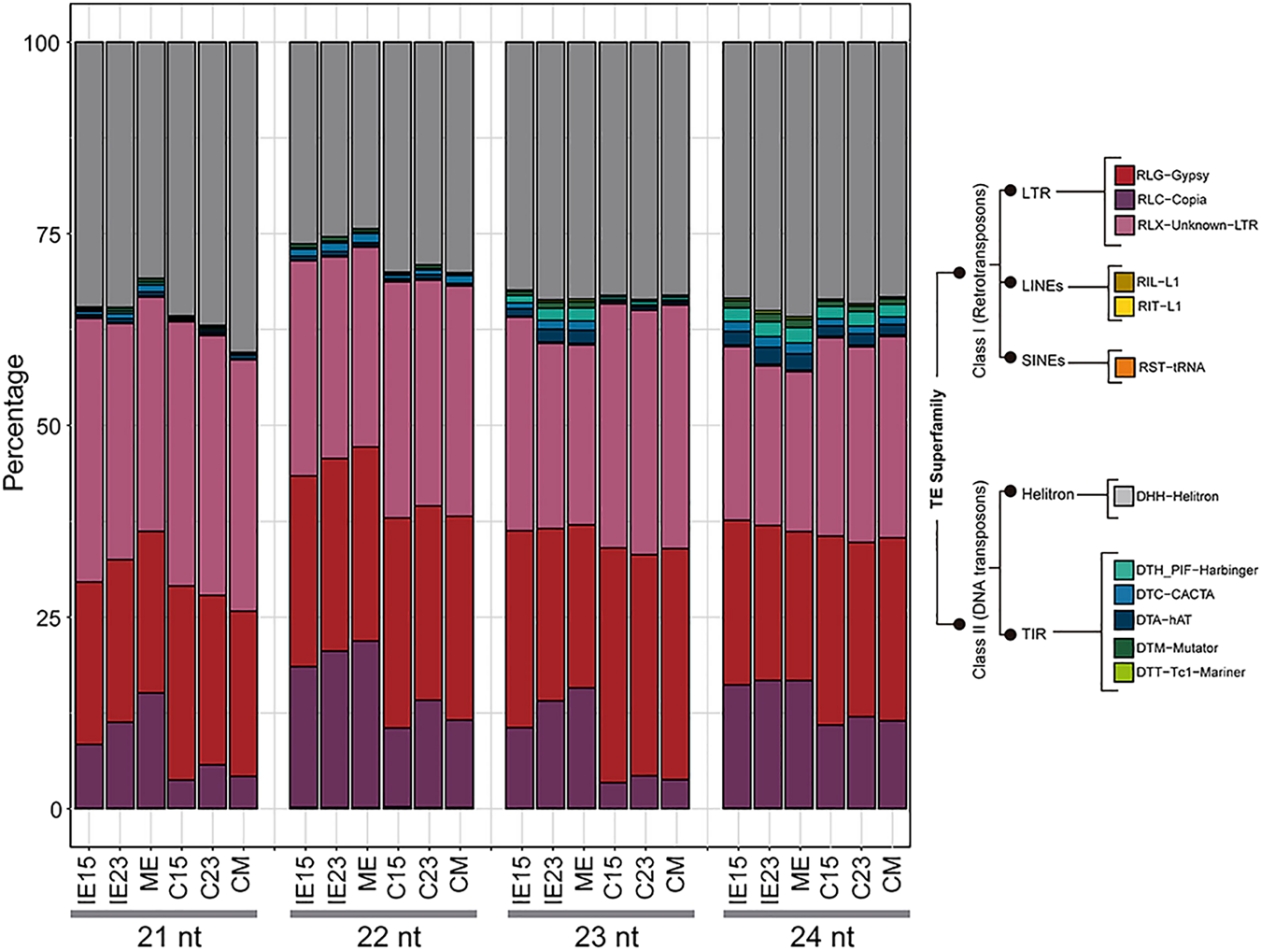
hc-siRNAs distribution in the different tissues. Relative abundance of normalized reads (represented as a proportion of total mapped reads) that mapped to major Transposable Element (TE) Superfamilies. **IE15:** Immature Embryos 15 days after pollination (DAP); **IE23:** Immature Embryos 23 DAP; **ME:** Mature Embryos; **C15**, **C23** and **CM:**Tissues one month after induction of Somatic Embryogenesis (SE) obtained from IE15, IE23, and ME, respectively.

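Over all reads of 18 to 27 nt, not only those from transposable elements, the 23- and 24-nt shares together changed from embryos to calli by -27.0 percentage points, and the 23-nt share alone by -0.821 (each p = 0.0185, exact permutation of tissue within stage, two-sided). At the stage of IE15 the 23-nt change was only -0.0534 points. With the reads by size of Table S2 it was 0.102 points there, and callus and embryo libraries no longer separated. The 21- and 22-nt shares together changed by 3.92 points (exact permutation p = 0.148). Reads from transposable elements were not analysed here.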

One intriguing change upon dedifferentiation was a reduction in 23/24-nt, but not in 21/22-nt sRNA abundances. Significant DA was found to greater extent between IE15 and IE23 than between IE23 and ME (Fig. 7). For example, in IE15, the 21- or 22-nt Class I Retrotransposon-mapped sRNAs were up-regulated, while the 23- or 24-nt sRNAs were down-regulated. Upon dedifferentiation (embryo vs. callus), 24-nt hc-siRNAs derived from Gypsy and LTR-unknown TE showed opposite patterns for IE15 and IE23. Comparable behavior was found for the Helitron-mapped sRNAs, representing the second most abundant order of TEs (Fig. S10). sRNAs mapping to Copia TEs were more abundant in embryo tissues, except for the 21-nt class. Significant DA was even observed when comparing the calli derived from IE15 and IE23 (Fig. 7c). In particular, Copia, Gypsy and Unknown-LTR TEs, as well as Helitron-derived 23 and 24 nt sRNAs were increased in C15 compared to C23, while Copia-derived 21–22 nt species were decreased. Although a reliable interpretation of such changes is not possible at this moment due to limited work on hc-siRNA pathways in maize, they may impact the regulation of SE.

**Figure 7:**
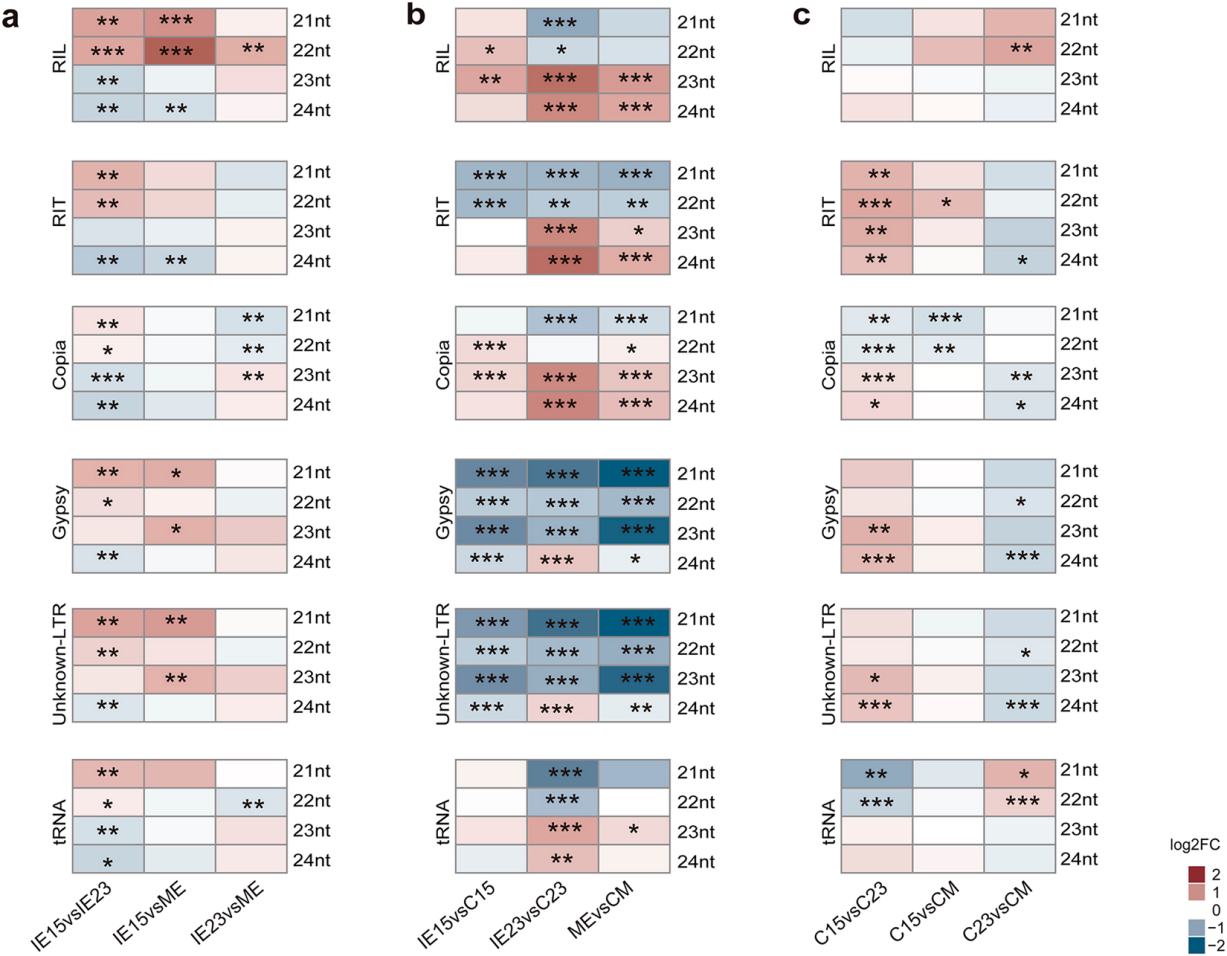
Differential accumulation (DA) of retrotransposon-matched hc-siRNAs during callus induction from maize embryos collected at different developmental stages. (**a**) DA of retrotransposon mapped hc-siRNAs between zygotic embryos developmental stages (IE15, IE23 and ME). Comparisons were done for IE15 vs. IE23, IE15 vs. ME and IE23 vs. ME. (**b**) DA of retrotransposon mapped hc-siRNAs during the induction of Somatic Embryogenesis. Comparisons were done for IE15 vs. C15, IE23 vs. C23 and ME vs. CM. (**c**) DA of retrotransposon mapped hc-siRNAs in callus tissues obtained from developmentally distinct embryos at one month of induction. Comparisons were done for C15 vs. C23, C15 vs. CM and C23 vs. CM. Values of DA were expressed as the log2 Fold Change (log2FC) and significant values indicated as follows: *p < 0.05; **p < 0.01; ***p < 0.001.

## Discussion

Our findings support a role of differential sRNA (miRNA, tasiRNA and hc-siRNA)-mediated regulation during maize callus induction depending on the explant developmental stage. Previous studies demonstrated that sRNA abundances change during maize zygotic embryo development and upon callus induction from 15 DAP immature embryos^11,13,34^. However, the impact of sRNA-target balance present in the explants, during dedifferentiation and in the induced callus was not explored. Zygotic embryos at 23 DAP strongly decreased in the callus embryogenic potential and mature embryos were unable to properly establish dedifferentiation under the 2,4-D stimulus. Similitudes were observed between C15 and C23, including the presence of procambial and parenchymatic cells, possibly as a response to the auxin and cytokinin stimuli^35^. The abundant presence of tracheal elements suggests they have a role in water transport across tissues, whereas the parenchymatic cells could function as supporting tissue. Nevertheless, IE23 generated mostly non-embryogenic callus and showed low proliferation rates accompanied by higher oxidation. Such strikingly different phenotypes reflect the inability to achieve the genetic reprogramming required for embryogenic competence in the explant.

Consistent with the embryo distinct morphological features, the accumulation of many development-related miRNAs^36,37^ decreased at stages beyond 15 DAP, whereas stress- and nutrient transport-related miRNAs^38^ significantly increased. In addition, dedifferentiation from IE15 resulted in more significant miRNA accumulation switches than for the other explants. 

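Of 33 features, 22 changed at least 2-fold from IE15 to C15, 19 from IE23 to C23 and 18 from ME to CM. In the edgeR fit to all 12 libraries, adjusted p was under 0.05 for 17, 14 and 12 features, and with library totals for 23, 28 and 24.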

Calli induced from IE23, displayed increases for most stress-related miRNAs, but did not show significant DA for development-related miRNAs, except for miR166. Actually, miR166 and miR395 showed the most striking reduction in calli for all explants and might represent a general response to the de-differentiation stimulus. 

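Ranked by log2FC of embryo vs callus, the largest reduction among families was that of miR395 in each of the 3 inductions with TMM. The ranks that follow were miR156, miR166 and miR162 from IE15, miR166, miR398 and miR528 from IE23, and miR444, miR166 and miR529 from ME. From ME, the rank of miR395 rests on 2 and 10 reads in ME and 1 in the complete CM library. Its log2FC there was 2.81 ± 1.64, against 2.08 for miR444, so the order of these families is not settled. From the reductions of miR166 and miR395, the paper proposes a general response to the dedifferentiation stimulus.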

Similar miRNA patterns observed during dedifferentiation could be interpreted as abundance adjustments dictated by the imposed stress and hormone concentration^12^. Ultimately, transcription factors targeted by miRNAs would regulate the precise response to external stimuli^22,37^. Consistently, significant differences for miRNA targets were evident between calli generated from the distinct explants and might better correlate with their distinct embryogenic potential.

tasiARFs were recently studied in *Dimocarpus longan* plant regeneration through SE^31^ and, in a previous analysis, we detected a transient increase for this sRNA group during VS-535 dedifferentiation^13^. In maize, all tasiARFs are derived from TAS3 precursors^30^. We observed that precursor abundances decreased upon dedifferentiation, whereas tasiARF3b/c significantly increased, consistent with either more efficient precursor processing or stabilization of these tasiARFs. Importantly, miR390 levels correlated with the processing of the *TAS3b* precursor and the accumulation of tasiARFb/c during callus induction from IE15, suggesting specifically guided tasiRNA biogenesis within the process. The tasiARF stimulation and corresponding *ARF* down-regulation were particularly evident for calli with higher embryogenic potential (C15 and C23). This tasiARF-mediated regulation in callus induction nicely correlates with the observed decrease of miR166, a downstream ARF-regulated target^32^.

In 2011, Rubio-Somoza and Weigel^39^ described miRNA- and tasiRNA-mediated regulation by particular nodes operating for proper developmental programs and environmental responses in the model plant *Arabidopsis thaliana*. In addition, a recent review described the relevance of miRNA nodes function in economically relevant crops, such as rice and maize^38^. Taking this into account, we analyzed the operational status of some of these nodes and their intersection with the cellular processes taking place during dedifferentiation in maize SE (Fig. 8). Based on our data, miR156, miR166 and tasiARFs likely function somehow differently in IE15 to regulate the developmental switch taking place during dedifferentiation, as well as the acquisition of cellular totipotency (Fig. 8a). miR156 regulates several SBP transcripts known to modulate developmental responses during zygotic and somatic embryo development^22,23,40^. C15 presented higher levels of *ZmSBP20* and *ZmSBP22*, in addition to *ZmSBP18* and *ZmSBP19* increased for all calli, representing more targets with negative correlation to miR156 levels during dedifferentiation. miR156 and miR166 appear connected in the same pathway to achieve regenerative responses in *Arabidopsis thaliana* SAM^41^. On the other hand, tasiARF-mediated regulation in response to auxin results in *HD-ZipIII/RLD1* transcription factor regulation of shape - not only morphogenetic patterns, but also totipotent cell niches during *in vitro* regenerative responses^41,42^. 

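The difference between inductions was tested for tasiARF3b/c-1 in the edgeR fit to all 12 libraries. The change from embryo to callus was smaller from ME than from IE15 by a log2FC difference of 2.34 (adjusted p = 0.0434), and smaller than from IE23 by 2.41 (adjusted p = 0.0355), by edgeR. With library totals, edgeR gave 1.43 for ME against IE15 (adjusted p = 0.132) and 2.27 for ME against IE23 (adjusted p = 0.0237). The starting level also differed between explants, and tasiARF3b/c-1 varied from 151 to 436 RPTM between the ME libraries.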

Dedifferentiation from ME did not show a significant increase of tasiARFs as compared to IE15 and IE23, possibly contributing to its non-embryogenic fate. It is important to highlight that some HD-ZIPIII transcription factors such as *ZHD25*, *ZHD58*, *ZHD119* and *ZHD133* displayed differential accumulation patterns for calli induced from the different explants. This could be relevant for the ultimate dedifferentiation status achieved by the tissue.

**Figure 8:**
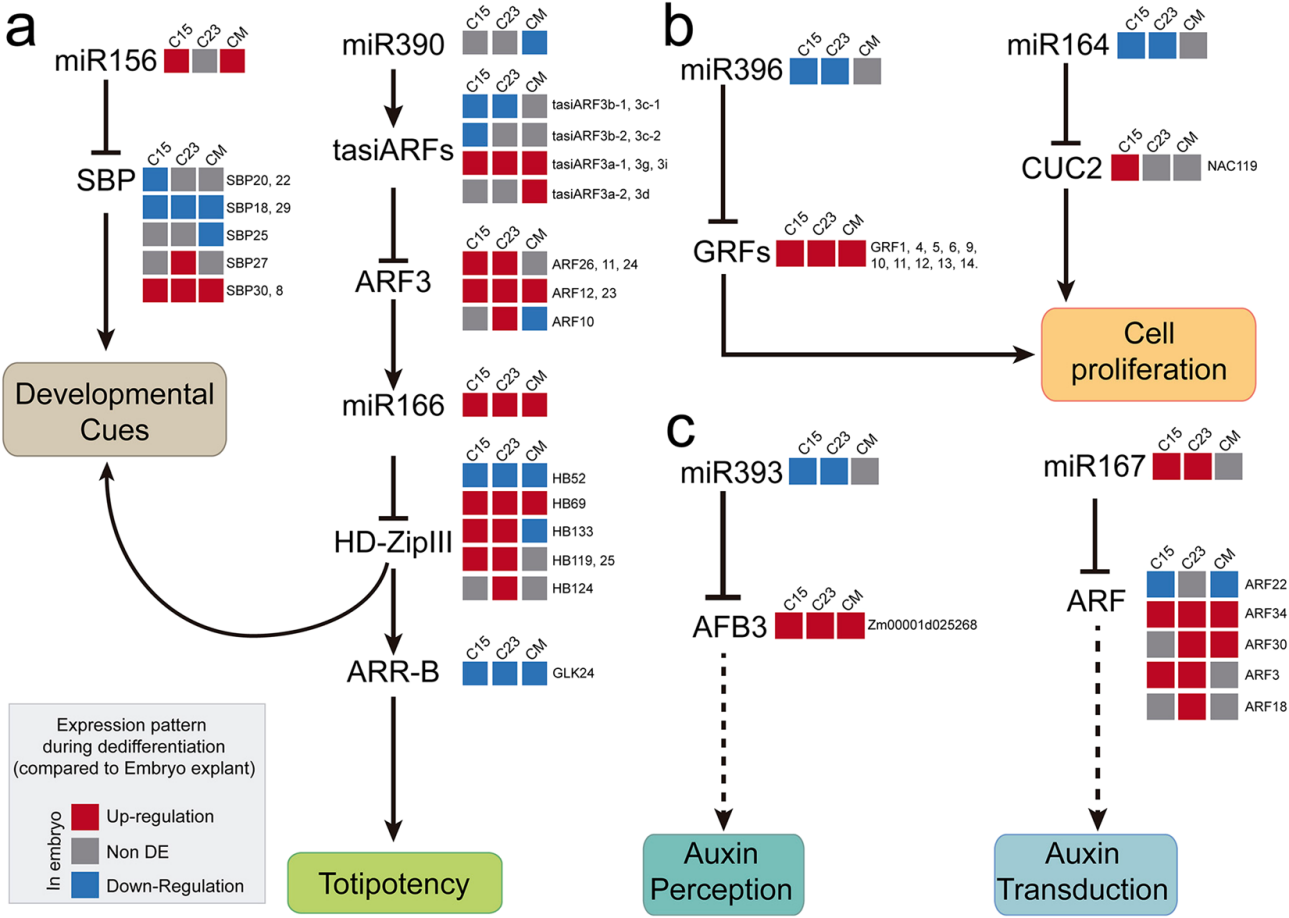
Model for miRNA- and tasiARF-mediated regulation during maize callus induction. (**a**) miRNA and tasiARF nodes shaping developmental transitions and cell totipotency maintenance. (**b**) miRNA nodes impacting cell proliferation. (**c**) miRNA nodes for auxin signaling. The cellular processes affected by miRNA and tasiARF regulation are depicted according to studies developed mainly in *Arabidopsis thaliana* and maize^39,64^. Arrows indicate positive and T-shape negative regulation. The broken arrows represent suggestive or speculative relationships for maize. The expression pattern of sRNAs and their targets during C15, C23 and CM induction is based on the results provided by this work and is represented colored squares as explained in the box. Gene name designations close to the squares refer to different maize transcripts corresponding to the same family in the model (*ZmSBP20*, 22), whereas those within the pathways are referenced to *Arabidopsis thaliana* orthologous genes (i.e. *AFB3*).

In a different miRNA node (Fig. 8b), miR164 and miR396 both impact the regulation of cell proliferation^39^. Interestingly, these miRNAs increase during callus induction from IE15 and C15 accompanied by significant *CUC2* down-regulation. This could reflect the initial miR164 and *CUC2* levels found in the embryo explant, since it is known that this transcript has very restricted timing and cell type expression patterns during the zygotic embryo development^43^. Overall, during callus induction, the miR164/miR396 node might act as negative input on cell proliferation during dedifferentiation. This would be a premise for further successful proliferation of callus tissues^5^, which was impaired for explants different from IE15. Finally, the miR167/miR393 node (Fig. 8c) functions in plant auxin signaling, particularly, but not exclusively, for root auxin perception and transduction^39^. Supporting the high relevance of this hormone signaling in SE, we found a significant increase in miR393 and decrease in miR167 during dedifferentiation from IE15 and IE23. However, while *Zm00001d025268* (*AFB3* in Arabidopsis) targeted by miR393 decreased in all calli, an increase in *ZmARF22* (*ARF6* in Arabidopsis) targeted by miR167 was not observed for C23. Additionally, several ARF family members simultaneously decreased in C23. According to their role in auxin perception and transduction pathways^44^, we could infer that in the early induced calli, the excess of exogenous auxin (2,4-D) causes a decrease in auxin perception, but an increase in the pathway of signal transduction, which probably facilitates the appropriate reprogramming according to the stimulus. Particularly for this node, there were important differences for callus induction from IE23 and ME explants. This could explain in part the strikingly different phenotype of calli generated from ME, such as the massive root growth observed for these tissues.

hc-siRNAs comprise the least-explored sRNA group in the process of plant SE. However, their contribution to DNA methylation, histone modifications and chromatin remodeling might have great impact on genetic reprogramming under high hormone concentrations and stress conditions^5^. We previously evidenced shifts in different size classes of hc-siRNAs for VS-535 maize embryogenic calli induced from 15 DAP immature embryos^13^. Here we confirmed that the reduction in 23/24-nt hc-siRNA abundances characterizes all induced calli, regardless of the embryo explant developmental stage. However, the reduction was more significant for calli induced from IE23 and ME explants, and consequently, the calli induced from IE15 displayed significantly higher levels of these hc-siRNAs. Strikingly, major differences were found between C15 and C23 for hc-siRNAs mapping to both Class I retrotransposon and Class II DNA TEs, contrary to what was observed for miRNAs and tasiARFs. Such differences raise the possibility of differential TE regulation in C23, which might additionally contribute to its poor embryogenic potential or ability to respond to the stress imposed during dedifferentiation.

Overall, we have shown that several sRNA regulatory nodes operate differentially in 15 DAP maize immature embryos as compared to later developmental stages. According to their role in mRNA target regulation, we propose that they are particularly relevant for the required explant plasticity during dedifferentiation, further achievement of embryogenic potential and proliferation, as well as the proper management of auxin signaling and stress responses.

## Material and Methods

### Plant material and pollinations

All experiments were performed with the Mexican cultivar VS-535, the Tuxpeño landrace of maize (*Zea mays* L.). Plants were grown in a 30 kg sack with a commercial soil mixture (Sunshine) in a greenhouse at daylight and temperatures between 25–30 °C. Plants were watered three times a week. Flowering began at approximately four months of growth and ears were pollinated manually^45^. Immature embryos were collected at 15 and 23 DAP, IE15 and IE23 respectively, from the middle part of the ears, taking care to select similar sizes for each stage. Mature embryos (ME) were collected at 45 days after pollination. Collected embryos were divided in different batches for induction of somatic embryogenesis, morphological characterization, and RNA extractions.

### Callus induction from zygotic embryos

Callus induction was performed in the dark on N6 initiation medium^46^ including 2 mg L^−1^ of 2,4-D^47^. Induction of callus masses occurred after two weeks. The induced embryos were subcultured, after removing dead parts of the initial explant, on N6 maintenance medium, which included 2 mg L^−1^ of 2,4-D and 0.1 mg L^−1^ of kinetin. After two additional weeks (one month after induction), the status of induced callus was registered, and the tissue was sampled for morphological characterization (15–20 embryos and 20–25 callus portions induced from independent embryos, for each developmental stage) and RNA extractions (one gram per replicate for each embryo and callus developmental stage separated in 0.2 g pools for independent RNA extractions). The tissues obtained from IE15, IE23 and ME at one month of induction of SE were named as a C15, C23 and CM, respectively.

### Evaluation of embryogenic potential

The evaluation of callus embryogenic potential was performed according to the method reported by Gonzalez *et al*.^7^ at one month after induction. The Line Index (LI) was determined according to the callus phenotype as follows: 0 = without response; 1 = massive root formation; 2 = watery callus; 3 = compact, organogenic callus; 4 = low embryogenic structures; 5 = friable, low embryogenic structures; 6 = friable, highly embryogenic structures (embryogenic callus type II). Categories between 0 and 3 are non-embryogenic responses, whereas those between 4 and 6 are embryogenic responses. An explant with average LI above 3 was considered as “embryogenic”. The Induction Capacity (IC) was calculated by measuring the callus frequency in each category at one month after callus induction. Statistical analysis was performed in XLSTAT 2017 for the analysis of variance (ANOVA), and using Tukey´s test for group comparisons (Table S1).

### Histological analysis

Embryos and callus tissues were fixed, sectioned and stained as reported previously^48^. Embryo sections were performed by 12 μm longitudinal cuts and stained using the Safranin O/Fast Green Stain technique.

### RNA extraction and processing

Two biological replicates were used for each embryo and callus sample. RNA was isolated and fractionated by size using the Quick-RNA^TM^ MiniPrep system (Zymo Research). This method allowed simultaneous separation of large (>200 nt) and small (17 to 200 nt) from each sample^47^. The quality of each RNA fraction was tested by 1% agarose-gel electrophoresis, as well as with the Agilent 2100 Bioanalyzer. The RNA Integrity Number (RIN) for large RNAs ranged between 6.7 and 9.4 for all samples. For RT-qPCR validation experiments reverse transcription (RT) was performed using either an oligo (dT) primer (large RNAs) or stem-loop primer (miRNA and tasiARF) and the ImProm-II™ reverse transcription system (Promega, USA) as described^47^. Primer sequences used in this work are available in Supplementary methods. Reactions of qPCR were performed in triplicate with Maxima SYBR Green/ROX Master mix (ThermoFischer) in a 7500 Real-time PCR System (Applied Biosystems, USA). Abundances were expressed as “fold change” using the 2^−∆∆Ct^ method^49^, considering the IE15 sample as reference and rRNA 18S or U6 snRNA as internal housekeeping controls, for large and small RNAs respectively.

### Library sequencing and processing

Twelve sRNA and RNA-seq libraries (IE15, IE23, ME, C15, C23, CM; explained in Results), each with two biological replicates, were constructed using the small RNA (17–200 nt) and the large RNA (>200 nt) fractions, respectively. Sequencing was performed with Illumina NextSeq-2000 analyzer for sRNAs using single-end reads, and Illumina HiSeq 2000 analyzer for RNA using paired-end reads. Sequencing and library construction were performed by Unidad Universitaria de Secuenciación Masiva de DNA (UUSMD, UNAM-IBT, Mexico). RNA and sRNAs reads were first trimmed to remove adapters and filtered for quality above PHRED score 20 using Trimmomatic 0.36^50^. Quality visualization was performed using Fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### sRNA and RNA-seq read mapping and analysis

Filtered RNA-seq and sRNA reads were mapped with Bowtie2^51^ against the maize B73 Reference Genome (AGPv4.37) obtained from Gramene^52^ (ftp://ftp.gramene.org/pub/gramene/release-56/fasta/zea_mays/dna/). The paired-end format with default parameters (allowing a maximum of two mismatches) was used for RNA-seq reads and the single-end format with -n assigned as “1” to allow one mismatch for sRNA reads (Table S2). Sequences mapping to tRNA, rRNA, snRNA, and snoRNA loci were not included in sRNA analyses. Alignment BAM final files were converted to Fastq files with bamtofastq from Bedtools v2.26.0 toolset^53^. To control the read length (18 to 27 nt) and to generate tag-count files (i.e. sequence plus abundance) we used a published preprocessing script^54^. Reads in each library were adjusted to Reads Per Ten Million (RPTM). Details about miRNA, tasiRNA and hcsiRNA sequence identification are available in Supplementary methods. Transcript abundance quantification was performed using RSEM v1.2.31^55^ and the genomic features of maize genome (AGPv4.37) were retrieved from Ensembl gtf and gff3 files^56^.

### miRNA target identification

Prediction was performed using two bioinformatics platforms: (1) the Target Prediction tool from the Next-Gen Sequence Database^57^ using standard parameters; (2) the psRNATarget online platform^58^ using the V2 Schema. Besides these tools, we used public PARE libraries from different maize tissues, available from the Next-Gen Sequence Database (GEO Accession numbers: GSM1262608, GSM1262609, GSM1262610, GSM1262611, GSM1262612, SRX300975, SRX300976, SRX300977, SRX300978) to obtain experimentally validated miRNA targets by the tool comPARE (PARE Validated miRNA Targets)^57^.

### Differential accumulation analysis

Differential accumulation analyses were performed using the R programming language^59^ following the standard protocol from the DESeq2 package^60^, with the p-adj values for the log2FC significance (p-adj < 0.05). All graphs were developed using the R packages gplot^61^, ggplot2^62^ and ComplexHeatmap^63^.

## Supplementary information

Supplementary information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

## Data Availability

The sRNA and RNA-seq data sets generated in this study were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the accession number GSE120438.

# Supplementary material for: The explant developmental stage profoundly impacts small RNA-mediated regulation at the dedifferentiation step of maize somatic embryogenesis
**Source:** Sci Rep. 2019 Oct 10;9:14511. doi: 10.1038/s41598-019-50962-y
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### **The explant developmental stage profoundly impacts small RNA-mediated regulation at the dedifferentiation step of maize somatic embryogenesis**

Vasti T. Juárez-González<sup>1</sup>, Brenda A. López-Ruiz<sup>1</sup>, Patricia Baldrich<sup>2</sup>, Eduardo Luján-Soto<sup>1</sup>, Blake C. Meyers<sup>2,3</sup>, Tzvetanka D. Dinkova<sup>1\*</sup>

04510 CDMX

## Supplementary Figures

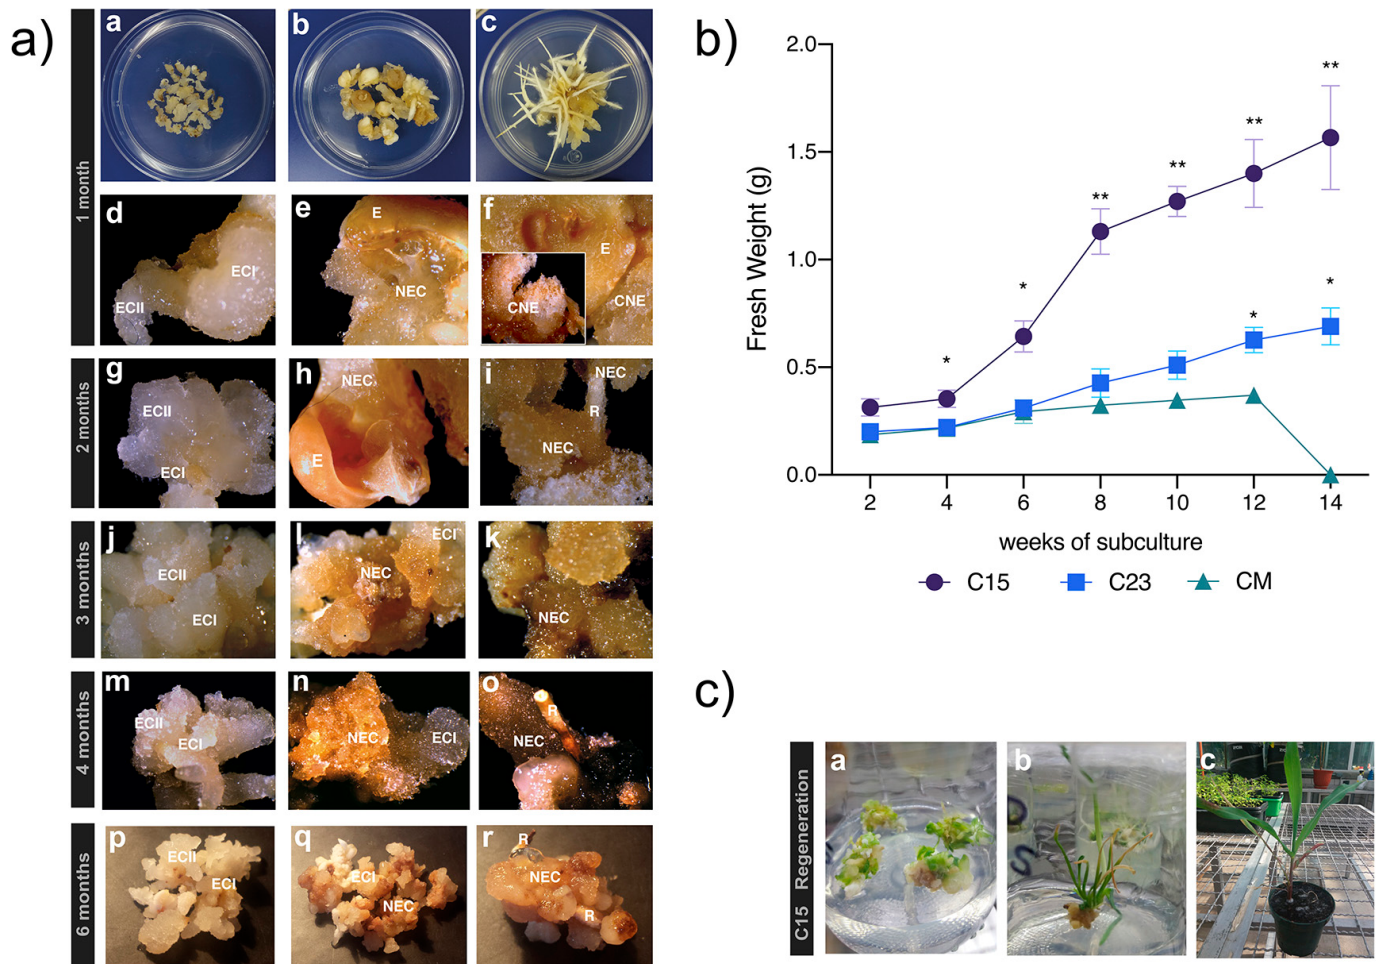

**Fig. S1 Differential phenotypes of calli induced from maize VS-535 IE15, IE23 and ME. a)** Follow-up at different subculture times (1-6 months) for C15 (left panels), C23 (middle panels) and CM (right panels). ECI: embryogenic callus type I; ECII: embryogenic callus type II; NEC: non-embryogenic callus; R: root. **b)** Growth profiles of C15, C23 and CM for 14 weeks upon induction. For each time point, fresh weight was measured in three different samples of callus. The mean was plotted with bars indicating SEM. Data were analyzed using a Two-way ANOVA with Tukey's multiple comparison test. (\*)  $p < 0.05$ ; (\*\*)  $p < 0.01$ . **c)** Plant regeneration from C15 at one year of subculture. a: 2 weeks on light and hormone depletion; b: 2 weeks on light hormone depletion + 2 weeks on MS medium; c: 2 weeks on light hormone depletion + 2 weeks on MS medium + 4 weeks on soil. C23 were not able to regenerate plants and CM were dead tissues upon 4-6 months of subculture.

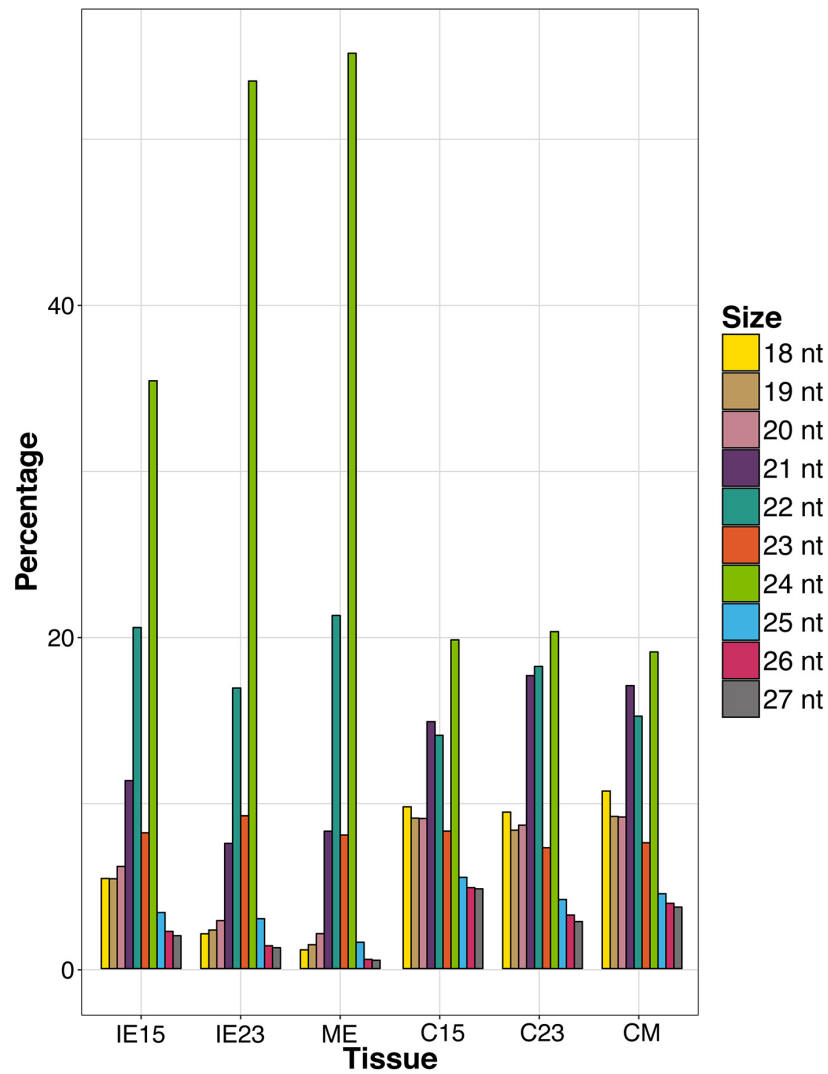

**Fig. S2 sRNA library size distribution in the different maize embryos and induced callus tissues.** Size distribution is shown by percentage of normalized reads per 10 million (RPTM) for each sRNA size from the total (18-27 nt). Mean values of the two biological replicates were used. IE15: Immature Embryos 15 days after pollination; IE23: Immature Embryos 23 days after pollination; ME: Mature Embryos; C15, C23 and CM: Callus tissues at one month after induction from IE15, IE23, and ME, respectively.

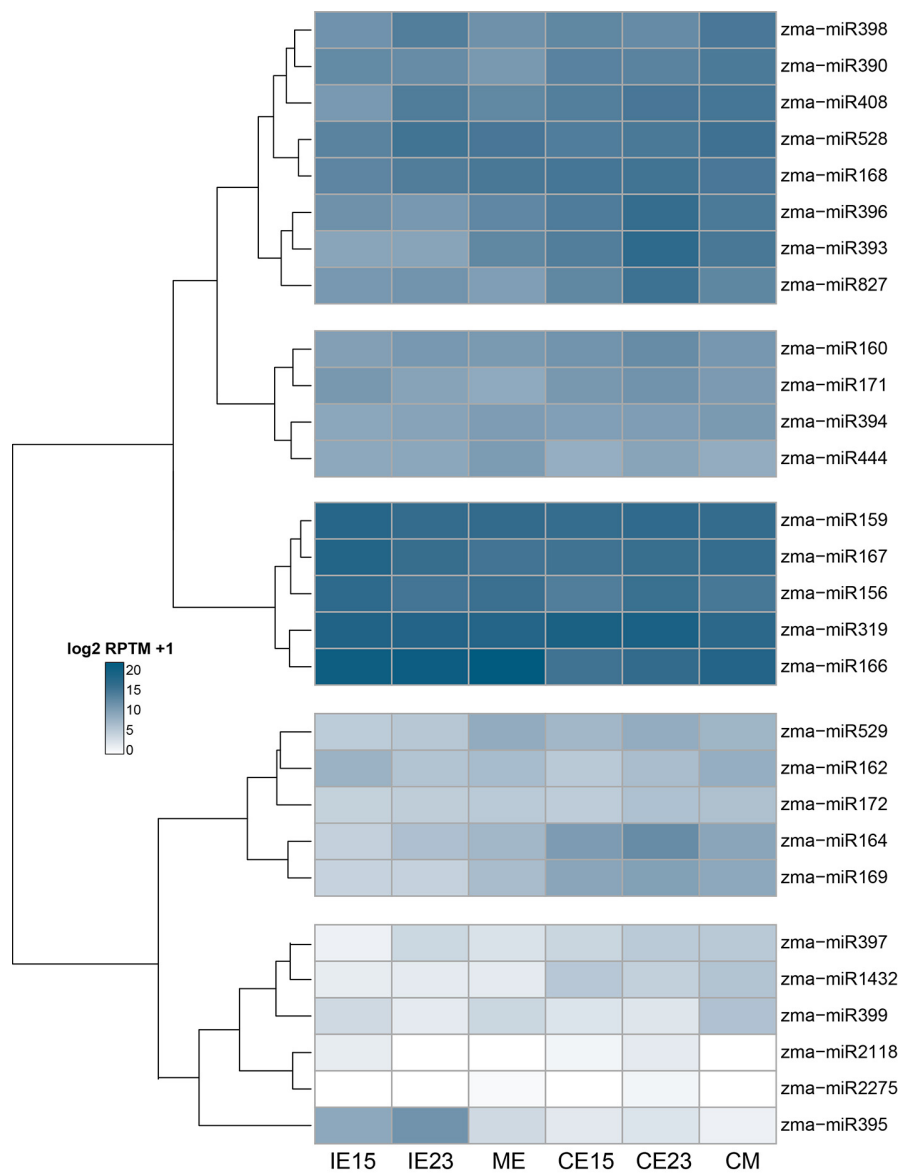

**Fig. S3 Clustering of miRNA families by normalized abundance.** Expression values are shown as a log2 normalized abundance (Reads per ten million; RPTM). Immature Embryo at 15 days after pollination; IE15. Immature Embryo at 23 days after pollination; IE23. Mature Embryo; ME. Callus from IE15, IE23 and ME at one month of induction (C15, C23, and CM, respectively).

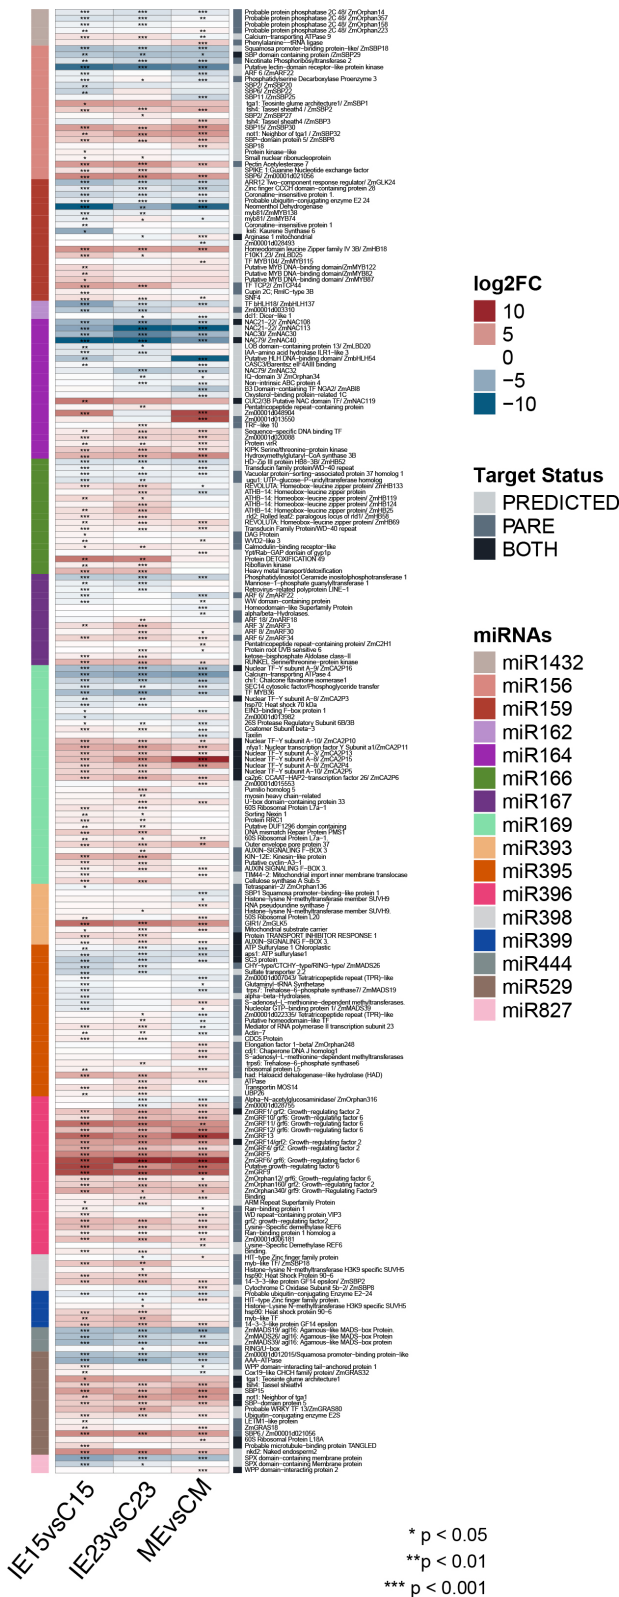

**Fig. S5 Differential accumulation of miRNA targets during callus induction.** Comparisons were done for IE15 vs. C15, IE23 vs. C23 and ME vs. CM. Values of DE were expressed as the log2 Fold Change (log2FC) and significant values indicated as follows: (\*) p<0.05; (\*\*) p<0.01; (\*\*\*) p<0.001. Targets of each miRNA are designated with the left multiple color bar. The status of each target was referred to as identified by bioinformatics tools "Predicted", experimentally proved "PARE" or both methods "Both" according to the right grayscale bar.

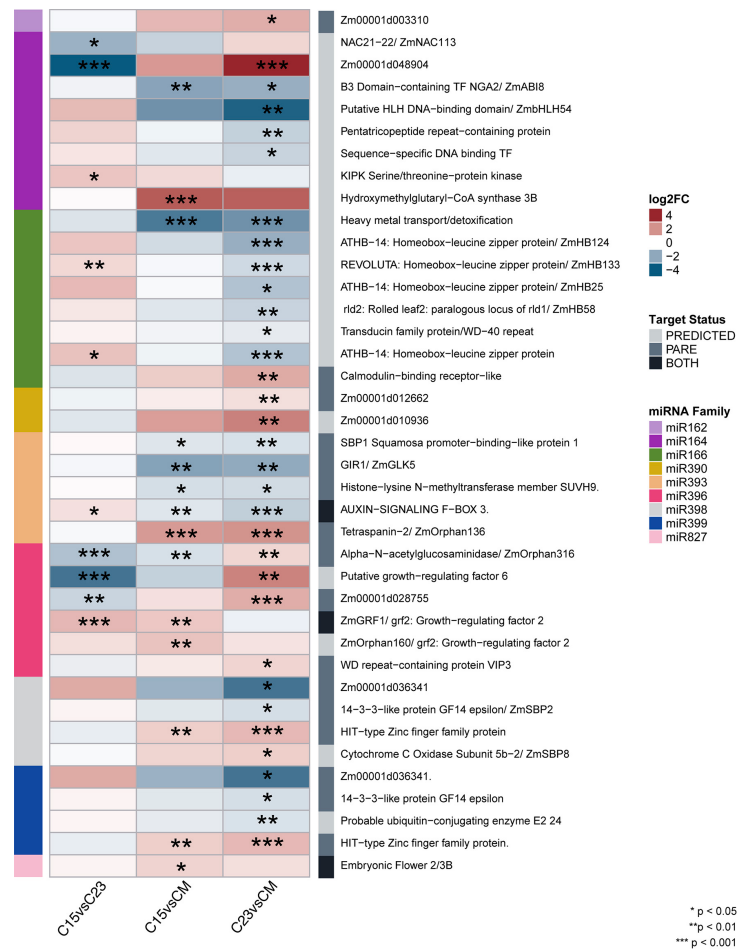

**Fig. S6 Differential accumulation of miRNA targets in callus tissues.** Comparisons were done at one month of induction from developmentally distinct embryos for C15 vs. C23, C15 vs. CM and C23 vs. CM. Values of DE were expressed as the log2 Fold Change (log2FC) and significant values indicated as follows: (\*) p<0.05; (\*\*) p<0.01; (\*\*\*) p<0.001. Targets of each miRNA are designated with the left multiple color bar. The status of each target was referred to as identified by bioinformatics tools "Predicted", experimentally proved "PARE" or both methods "Both" according to the right grayscale bar.

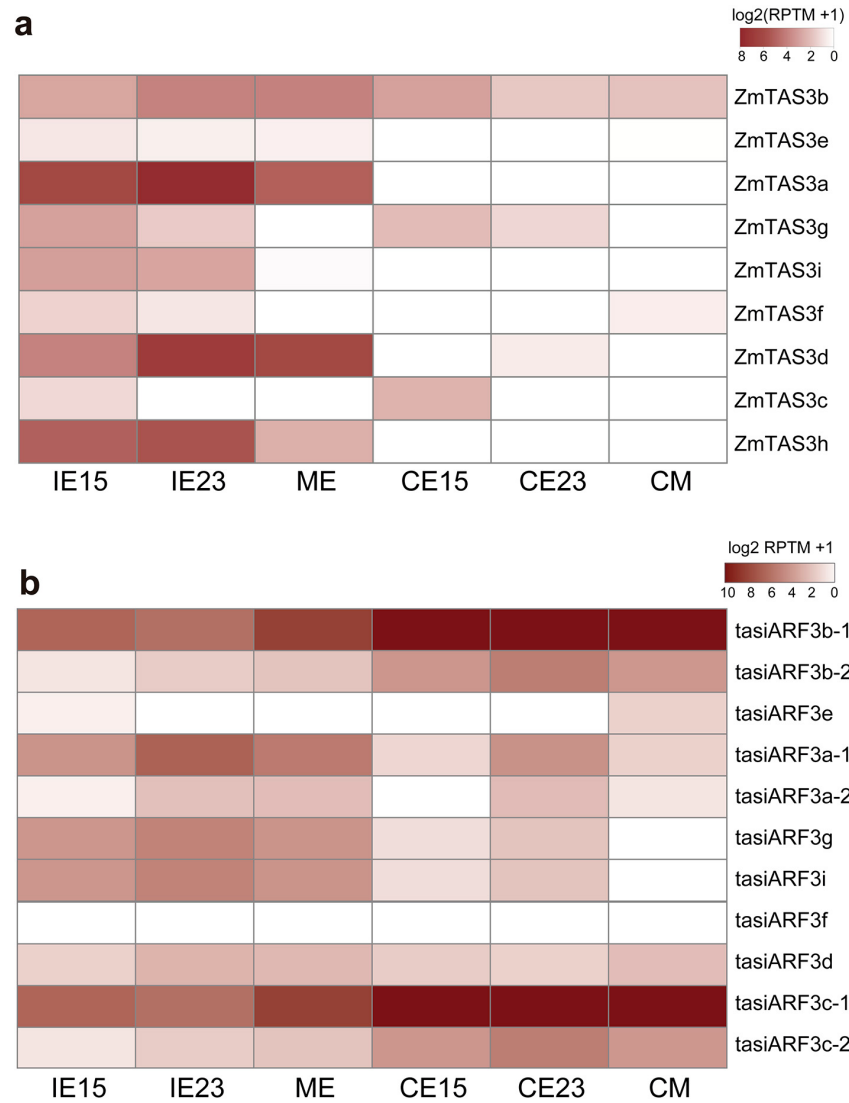

**Fig. S7 TAS3 genes and tasiARFs normalized abundance.** (a) TAS3 precursor abundances. (b) mature tasiARF abundances. Expression values are shown as a log2 normalized abundance (Reads per ten million; RPTM). Immature Embryo at 15 days after pollination; IE15. Immature Embryo at 23 days after pollination; IE23. Mature Embryo; ME. Callus from IE15, IE23 and ME at one month of induction (C15, C23, and CM, respectively).

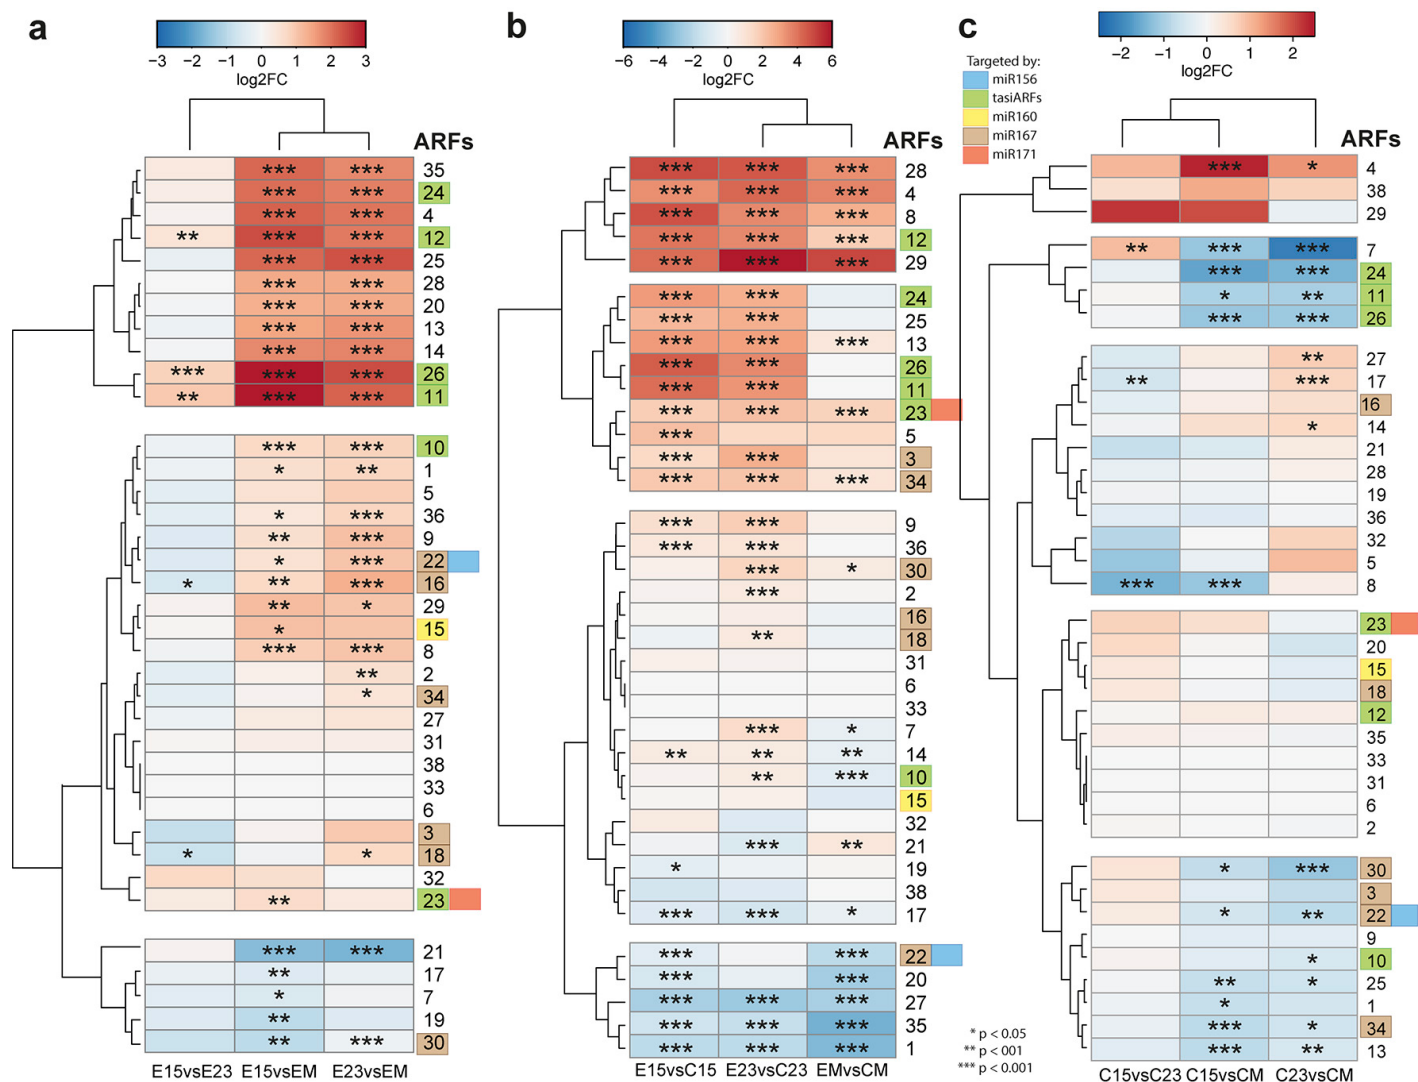

**Fig. S8 Maize *AUXIN RESPONSE FACTOR* genes (*ZmARFs*) differential accumulation in callus induction from maize embryos collected at different developmental stages.** (a) DE of *ZmARFs* between zygotic embryo developmental stages (IE15, IE23 and ME). Comparisons were done for IE15 vs. IE23, IE15 vs. ME and IE23 vs. ME. (b) DE of *ZmARFs* during the induction of Somatic Embryogenesis. Comparisons were done for IE15 vs. C15, IE23 vs. C23 and ME vs. CM. (c) DE of *ZmARFs* in callus tissues obtained from developmentally distinct embryos at one month of induction. Comparisons were done for C15 vs. C23, C15 vs. CM and C23 vs. CM. Values of DE were expressed as the log2 Fold Change (log2FC) and significant values indicated as follows: (\*) p<0.05; (\*\*) p<0.01; (\*\*\*) p<0.001. Colored squares represent the sRNA targeting particular *ZmARF* as depicted on the figure. The numbers refers to the maize ARF nomenclature.

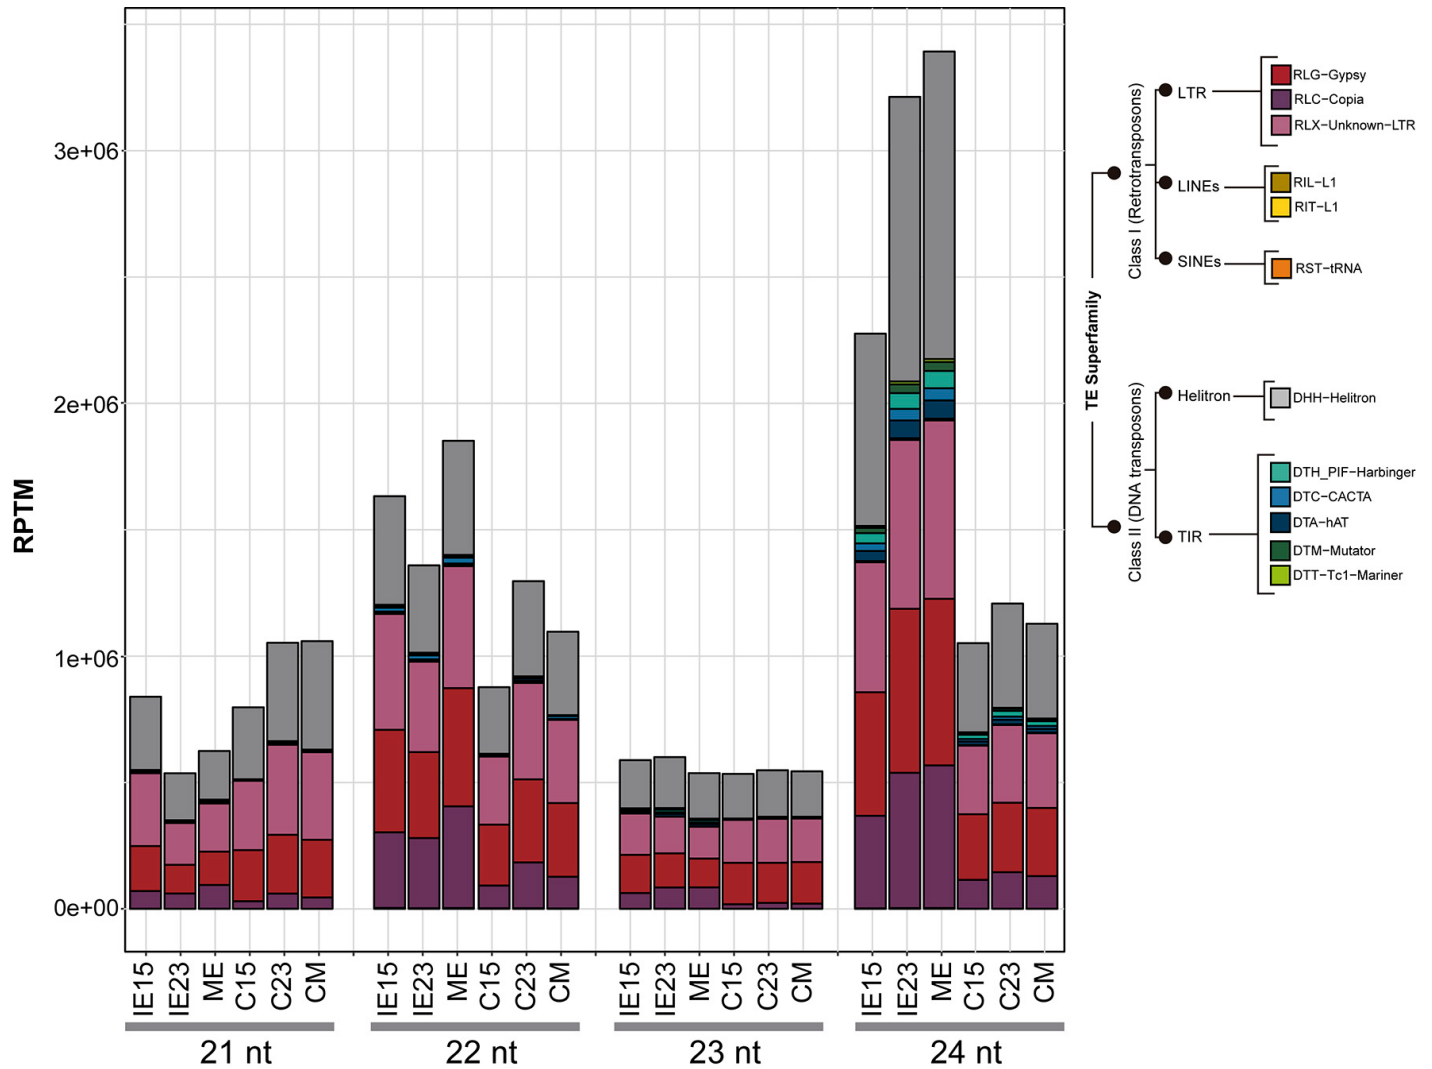

**Fig. S9 Distribution of hc-siRNAs along different TEs in all tissues.** Abundance of normalized reads (RPTM, Reads per ten million) that matched to major Transposable Element (TE) Superfamilies, separated by sizes (21 to 24 nt). IE15: Immature Embryos 15 days after pollination (DAP); IE23: Immature Embryos 23 DAP; ME: Mature Embryos; C15, C23 and CM: Tissues one month after induction of Somatic Embryogenesis (SE) obtained from IE15, IE23, and ME, respectively.

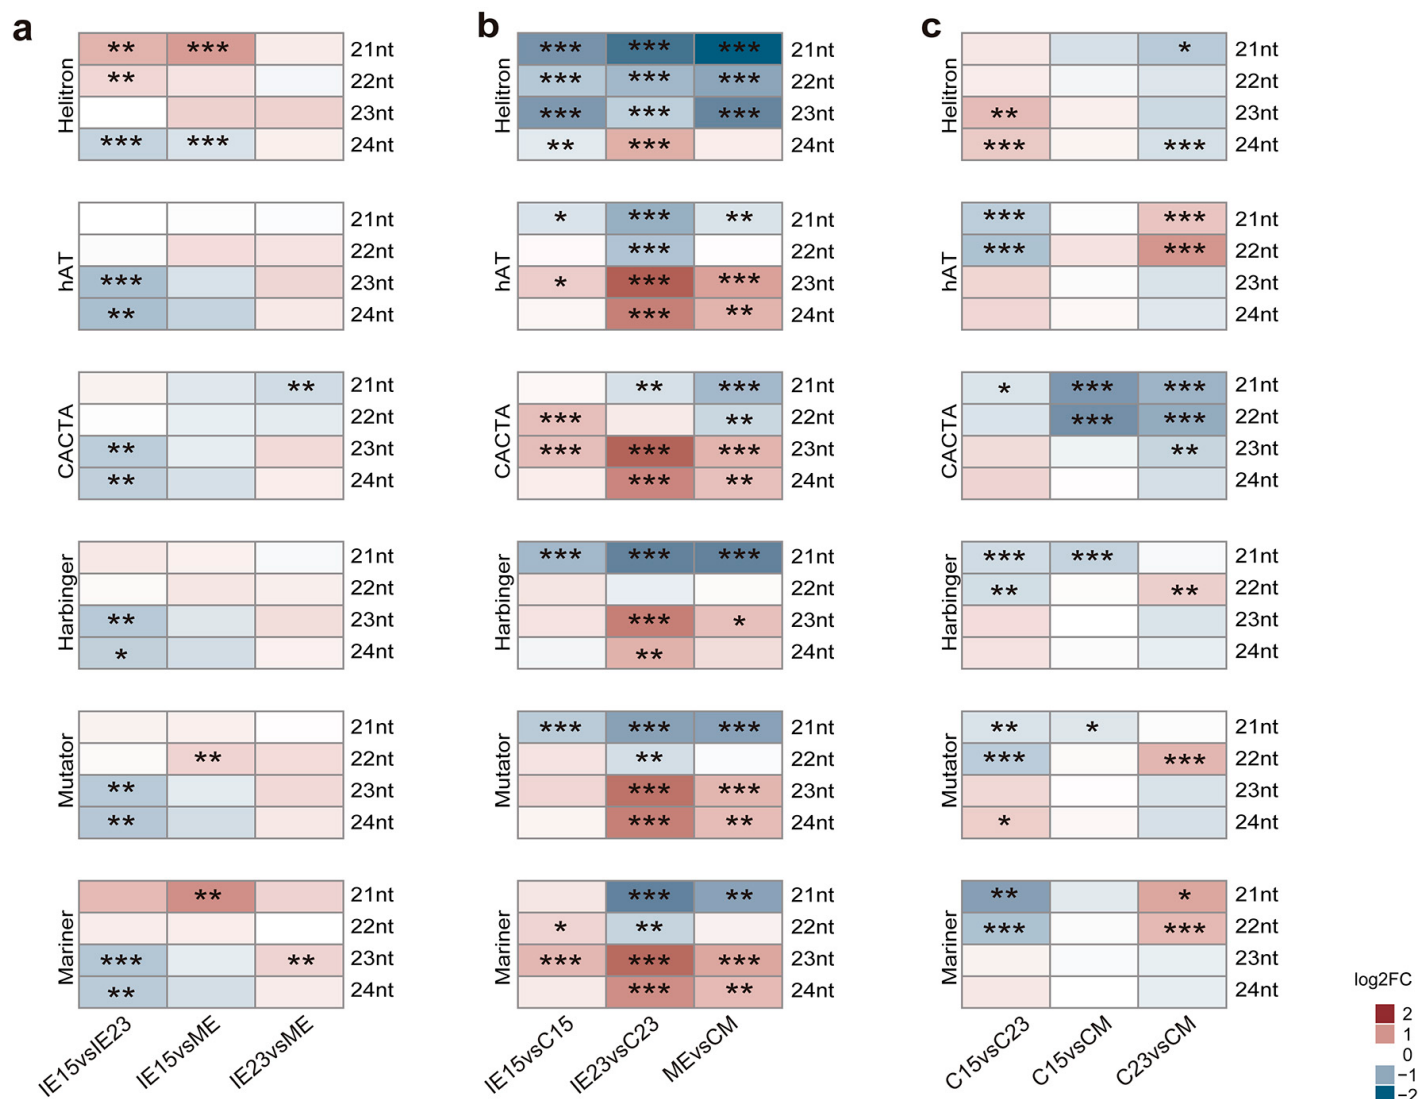

**Fig. S10 Differential accumulation of hc-siRNAs mapped to DNA TEs during callus induction from maize embryos collected at different developmental stages.** (a) DE between zygotic embryos developmental stages (IE15, IE23 and ME). Comparisons were done for IE15 vs. IE23, IE15 vs. ME and IE23 vs. ME. (b) DE during the induction of Somatic Embryogenesis. Comparisons were done for IE15 vs. C15, IE23 vs. C23 and ME vs. CM. (c) DE in callus tissues obtained from developmentally distinct embryos at one month of induction. Comparisons were done for C15 vs. C23, C15 vs. CM and C23 vs. CM. Values of DE were expressed as the log2 Fold Change (log2FC) and significant values indicated as follows: (\*)  $p < 0.05$ ; (\*\*)  $p < 0.01$ ; (\*\*\*)  $p < 0.001$ .

## Supplementary Methods

To identify the canonical miRNA sequences corresponding to the *Zea mays* mature miRNAs from miRBase 22 (Griffiths-Jones, 2010), as well as isomiR sequences (those shifted by +/- 2 nt at the 5' or 3' end) and those not matching to known miRNA sequences, libraries were uploaded to the Meyers lab's "Next-Gen Sequence Database" (Nakano, 2006). This facilitated our analyses by rapidly identifying these miRNAs. The final analysis included the total reads of all miRNA isoforms corresponding to the same miRNA family.

For tasiRNAs, the Phasing Analysis Window (21 nt cycle) from the Next-Gen Sequence Database was used to obtain reads mapping to the nine *TAS3* loci reported in maize (Dotto *et al.*, 2014; Xia *et al.*, 2017). Based on the sequence and the genomic location, the 21 nt sequences were filtered to obtain the total reads of eleven mature tasiARFs sequences (including those shifted by +/- 2 nt at the 5' or 3' end). For siRNAs mapped to transposons, the tag-count files of 21-24 nt were tested against the maize transposable element (TE) sequences, using the transposon annotation gff3 file (B73v4.TE.filtered.gff3) retrieved from the Ensembl maize annotation files (Aken *et al.*, 2016). We separated TE-mapped reads into twelve TE superfamilies from two classes: Retrotransposons (RIL, RIT, Copia, Gypsy, Unknown-LTR, tRNA) and DNA transposons (Helitron, PIF-Harbinger, CACTA, hAT, Mutator, Mariner). Since many reads matched to multiple TE superfamily, we performed a weighted normalization by the number of mapping TE superfamily (Bousios *et al.*, 2017).

## Medium Composition for Callus Induction and Proliferation

### N6I (Induction Medium)

N6 Salts (Chu *et al.*, 1975); Murashige and Skoog Vitamin Solution (Sigma-Aldrich); 2,4-Dichlorophenoxyacetic acid (2,4-D; 2 mg/L); Adenine (10 mg/L); Proline (2.76 g/L); hydrolysed casein (200 mg/L), Sucrose (30 g/L) and Gelzan™ (Sigma-Aldrich; 3.3 g/L).

### N6P (Proliferation Medium)

N6 Salts (Chu *et al.*, 1975); Murashige and Skoog Vitamin Solution (Sigma-Aldrich); 2,4-D (2 mg/L); Adenine (10 mg/L); Proline (2.76 g/L); Kinetin (6-furfurylaminopurine; 0.1 mg/mL); hydrolysed casein (200 mg/L), Sucrose (30 g/L) and Gelzan™ (Sigma-Aldrich; 3.3 g/L).

## Oligonucleotides used as primers in this study

| ID                           | Orientation      | SEQUENCE (5'→3')                                       |
|------------------------------|------------------|--------------------------------------------------------|
| U6 snRNA                     | Primer Stem Loop | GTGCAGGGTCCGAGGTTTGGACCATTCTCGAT                       |
|                              | Forward Primer   | GGAACGATACAGAGAAGATTAGCA                               |
| zma-miR156                   | Primer Stem Loop | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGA<br>TACGACGTGCTC |
|                              | Forward Primer   | TGCTCGTGACAGAAGAGAGT                                   |
| zma-miR160                   | Primer Stem Loop | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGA<br>TACGACTGGCAT |
|                              | Forward Primer   | TTTGCCTGGCTCCCTGT                                      |
| zma-miR164                   | Primer Stem Loop | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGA<br>TACGACTGCACG |
|                              | Forward Primer   | CTACTGGAGAAGCAGGGCA                                    |
| zma-miR166                   | Primer Stem Loop | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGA<br>TACGACGGGAAT |
|                              | Forward Primer   | CGTCGCTCGGACCAGGCTTCA                                  |
| zma-miR390                   | Primer Stem Loop | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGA<br>TACGACGGCGCT |
|                              | Forward Primer   | TCTGCGAAGCTCAGGAGGGAT                                  |
| tasiARFbD6                   | Primer Stem Loop | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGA<br>TACGACAAAGGT |
|                              | Forward Primer   | CGGCGCTCTTGACCTTGC                                     |
| Universal Reverse            |                  | GTGCAGGGTCCGAGGTA                                      |
| SBP23<br>(GRMZM2G126018_T01) | Forward          | ACACCAACGCGATGAATTGG                                   |
|                              | Reverse          | ACCCTGAAAAACCAGAACGG                                   |
| ARF17<br>(GRMZM2G159399_T01) | Forward          | TTTCTCGGACATCGCTCCTG                                   |
|                              | Reverse          | CCTTGATATACGGGGCGTC                                    |
| ARF19<br>(AC207656.3_FGT002) | Forward          | TCCCACTGTACCCGAGCTT                                    |
|                              | Reverse          | GCATGCCTGGCTCCCTGTAT                                   |
| CUC2<br>(GRMZM2G393433_T01)  | Forward          | TTCGCTGCACTACATGGTTG                                   |
|                              | Reverse          | AACGACGACCCAGTCACTTAC                                  |
| RDL1<br>(GRMZM2G109987_T01)  | Forward          | GCGATTGCAGAGGAGACCTT                                   |
|                              | Reverse          | TGGCCACGATACCAACTGAA                                   |
| ARF11<br>(GRMZM2G056120_T01) | Forward          | GCACAAAAGTGTTTTTCACATTTC                               |
|                              | Reverse          | TGTAAGTTGATCCTTGCTCCAATA                               |
| ARF24<br>(GRMZM2G030710_T01) | Forward          | CTTCCCCATGTTAATCCAGACTAC                               |
|                              | Reverse          | CAGCAGCATGTGCATGAGTTCTAT                               |
| Tas3g<br>(GRMZM2G082055)     | Forward          | ACCTATTCACCACCGCTGTC                                   |
|                              | Reverse          | TGCGAGAGTGTTCCAAGCTC                                   |
| Tas3b<br>(GRMZM2G020468)     | Forward          | CTTGACCTTGTAAGACCCAACCTCTA                             |
|                              | Reverse          | TGTTTGTCTCATGCCTCACTCTAT                               |
| 18S<br>(XM_020546348.1)      | Forward          | TCCTATTGTTGGCCTTCGG                                    |
|                              | Reverse          | TCCTTGCAAATGCTTTTCGC                                   |

How the deposited data were processed for this re-analysis (not part of the article)

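sRNA sequencing data from 6 maize VS-535 tissues, in 2 biological replicates each, were analysed: zygotic embryos at 15, 23 and 45 days after pollination (IE15, IE23 and ME) and the calli induced from them after 1 month (C15, C23 and CM). The authors trimmed adapters and low-quality bases, matched the reads to the B73 genome allowing 1 mismatch, and deposited, for each library, a list of distinct sequences (tags) with raw read counts. These counts are not normalized, and replicates are not pooled. The authors state a length range of 18 to 27 nt and that sequences at tRNA, rRNA, snRNA and snoRNA loci were left out of the analyses, but not whether those were removed before the lists were written. The lists also hold tags of 30 nt, which were used only where 30-nt reads are named.

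Each list was compared with the genome-matched reads and distinct sequences of Table S2. In 10 libraries both were equal. The list of IE15 replicate 2 stops among tags read once, with its last line broken off, and that of CM replicate 1 stops after tags of 4 reads. A rule fixed beforehand treats such libraries as missing, so the design, which assumed 12 libraries, was run on 10. Comparisons with IE15 or CM then have 1 library on a side and were given a log2FC, with an SE from the spread shared by all tissues, but no p-value. Fits to all 12 libraries as deposited, to tags of at least 5 reads in all 12, and with library totals that leave out 24-nt reads were added after the data were examined.

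Tags were assigned to the miRNA families of Table S3 when both ends lay within 2 nt of a mature sequence and the overlap was exact, each tag once, to the family with the smallest shift, and tags with the same shift to several families were left out. tasiARFs were counted as exact matches to the 21-nt sequences of Table S4, shifted forms included, with tasiARF3b and tasiARF3c, and tasiARF3g and tasiARF3i, not differentiated. RPTM are reads per 10000000 genome-matched reads of Table S2. Genome-matched depth of the complete libraries was 4644283 to 14158282 reads, and 0 values were set against a floor of 3 reads. Mature sequences are shared between loci of a family, so values are given per family. Counting was tested on 3026 simulated tags, of which 3026 were assigned as intended.

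Log2FC were computed with edgeR 4.0.16 (R 4.3.3) in 1 model of the 6 tissues, with TMM scaling over family and tasiARF counts, for features with at least 10 reads. Tests were quasi-likelihood F tests with Benjamini-Hochberg adjustment within a comparison, at an adjusted p of 0.05. An SE above 20 was treated as not estimable. DESeq2 1.42.0 was an alternative. In 40 simulated tables of 33 features with 6 changed by a log2FC of 3, edgeR recovered 92.1% of 240 changed features, with 5.56% of its calls false, and DESeq2 recovered 91.2% with 7.98% false. Replicates were simulated with a coefficient of variation of 0.3, and as many features rose as fell, in IE23 vs ME alone. Changes skewed to one side, or replicates as unlike as those of C23 (SD of the log2 ratio 1.34), were not simulated. These rates therefore do not carry over to the inductions. Differences of size shares and of summed abundances were tested by exact permutation, two-sided, of tissue labels within each explant stage (54 arrangements of 10 libraries, 216 of 12), with Python 3.11.15, scipy 1.17.1 and numpy 2.4.6. The interactions between inductions came from edgeR on all 12 libraries.

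The replicate numbers come from the sample labels. The same numbers occur in every tissue, and neither the labels nor the paper state that they pair libraries, so the replicate block was an alternative, given beside the check of same-numbered libraries. The families and tasiARFs named in the text are those the paper names in the sentence beside them and, in addition, for each comparison with tests, the 3 features with the largest change among those with an adjusted p under 0.05 that the paper does not name for it.

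Alternatives set before the data were examined were DESeq2, library totals or file totals in place of TMM, exact mature sequences only, counting a tag for every mature sequence it matches, no minimum count or 10 reads in 2 libraries, fitting only the tissues compared, the replicate block, a 2-fold minimum, families without tasiARFs, and leaving out each library in turn. For size shares they were reads of 20 to 24 nt, distinct tags, leaving out miRNA and tasiARF tags, tags of at least 2 reads, and the reads by size of Table S2. Alternatives that need the genome sequence were not run. Reads from transposable elements, tasiARF precursors, RNA-seq of targets and qRT-PCR were not analysed here.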

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

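All tests in this part were chosen after the result was seen, those of missing tags and of single libraries before their own values were.

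The change from embryo to callus differed between explants, by a test of the difference itself, for 24 values. The values are log2FC differences in edgeR fitted to all 12 libraries, second-named explant minus first-named. Between the inductions from IE15 and IE23, edgeR gave miR156 (-2.98, adjusted p = 0.0282), miR162 (-2.76, adjusted p = 0.0168), miR396 (-2.38, adjusted p = 0.0408), miR398 (2.77, adjusted p = 0.0131), miR408 (2.08, adjusted p = 0.0233) and miR827 (-2.14, adjusted p = 0.0355). Between those from IE15 and ME, edgeR gave miR162 (-3.24, adjusted p = 0.00728), miR164 (4.18, adjusted p = 0.0112), miR167 (-1.88, adjusted p = 0.0112), miR168 (2.34, adjusted p = 0.00728), miR169 (3.09, adjusted p = 0.0105), miR390 (-2.19, adjusted p = 0.00751), miR393 (2.56, adjusted p = 0.0227), miR529 (3.26, adjusted p = 0.0227) and tasiARF3b/c-1 (2.34, adjusted p = 0.0434). Between those from IE23 and ME, edgeR gave miR164 (4.16, adjusted p = 0.00701), miR169 (3.46, adjusted p = 0.00407), miR390 (-2.31, adjusted p = 0.00407), miR393 (4.46, adjusted p = 0.00141), miR396 (3.30, adjusted p = 0.00537), miR398 (-3.92, adjusted p = 0.000616), miR444 (2.21, adjusted p = 0.0186), miR529 (3.95, adjusted p = 0.00665) and tasiARF3b/c-1 (2.41, adjusted p = 0.0355). In all, 34 features were tested for each of the 3 pairs of explants, adjusted within a pair.

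Some tags are missing from the 2 incomplete files. When only tags of at least 5 reads were counted, 24 of the 24 differences kept their direction and an adjusted p under 0.05. This goes against missing tags as the cause, except for miR164 and miR169 between IE15 and ME. There the filter cannot decide, since it takes the complete IE15 library from 13 and 11 reads to 0. Libraries of IE15 and C23 differ most between replicates (SD of the log2 ratio 0.76 and 1.34, against 0.59 in ME and 0.15 in C15). Without IE15 replicate 1, IE15 replicate 2, C23 replicate 1 or C23 replicate 2, each time 15 of the 15 differences that involve that tissue kept their direction and at least 0.5 of their size. No ME library was left out here, so a discordant ME library was not tested as a source. With library totals in place of TMM, 19 of the 24 kept their direction and an adjusted p under 0.05, by edgeR. The exceptions were miR408 between IE15 and IE23 (1.24), and between IE15 and ME miR168 (1.29), miR393 (1.60), miR529 (2.32) and tasiARF3b/c-1 (1.43). A change of scaling moves the features of a comparison together, so a shared shift alone cannot give differences of opposite sign within a pair of explants, such as those of miR162 and miR398. The size of each difference, and the 5 that were not kept, cannot be told apart from the choice of scaling. A stage-dependent response may underlie the differences that stay with both scalings, as a hypothesis found and tested on the same libraries.

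Reads of 30 nt, a length outside the range the paper analyses, made up 1.79 to 9.92% of genome-matched reads in embryo libraries and 5.81 to 29.1% in callus libraries, counting all 12 libraries from Table S2. Calli exceeded embryos by 13.7 percentage points (p = 0.0278, exact permutation of tissue within stage, two-sided). The C23 libraries alone differed by 16.0 points (5.81 and 21.8%), so a different size range at library preparation remains possible as a source. Fragments of tRNA, rRNA, snRNA and snoRNA may also contribute. Over 6 embryo libraries, the 30-nt share followed the structural RNA share of Table S2 with Pearson r = 0.670 (permutation p = 0.140, adjusted for 2 relations 0.281) and Spearman rho = 0.829 (permutation p = 0.0583). Over 6 callus libraries Pearson r was 0.249 (permutation p = 0.567, adjusted 0.567) and Spearman rho 0.657 (permutation p = 0.175). Without the 2 libraries farthest from the median, r was 0.980 in embryos and 0.855 in calli. The difference between calli and embryos cannot be told apart from either explanation. The complete libraries hold 1327205 reads of 27 nt, 0 of 28 or 29 nt and 9089547 of 30 nt. Neither explanation was tested against this gap, and its source is not known.

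Reads of miR11970, which the family table of the paper lists at 0, numbered 48 in the complete libraries: 5 in C15 replicate 1, 20 in C23 replicate 1 and 23 in C23 replicate 2. The incomplete file of IE15 replicate 2 holds 8 more. Tags that only resemble the mature sequence are not the source, since 95.8% of these reads (46 of 48) are the exact mature sequence. Whether the locus also gives other sRNAs was not tested, and no biological explanation was tested.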

How the results depend on the processing

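The cause of a change was not tested unless a value is given for it. Alternatives that use all 12 libraries, or library totals that leave out 24-nt reads, were chosen after seeing the data, and the others were set before the data were examined.

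Of 118 named log2FC, 71 kept their direction and their side of the threshold, or moved by less than 1 SE where untested, with library totals and with file totals (10 reversed), 80 of 106 with exact mature sequences (7 reversed), 118 with counting for every mature sequence, 99 with no minimum count, 109 of 112 with 10 reads in 2 libraries, 108 of 113 with only the tissues compared, and 115 with the replicate block. With library totals, 28 others moved, 4 were weaker and 5 stronger. With DESeq2, 3 reversed, 11 moved, 2 were weaker, 1 was stronger and the others were unchanged in these terms. Features without enough reads under an alternative have no value there.

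The number of features with an adjusted p under 0.05 between IE23 and ME was 5 with exact mature sequences and from 9 to 17 across the 6 fits that each left out one library of another tissue. Between IE23 and C23 it was 26 with library totals and with file totals, and 28 with library totals on all 12 libraries. Between C15 and C23 it was 3 with library totals, file totals or library totals that leave out 24-nt reads, and 9 with library totals on all 12. It was 0 with exact mature sequences (4 at an unadjusted p under 0.05), only the tissues compared (1), all 12 libraries (4) and all 12 with the replicate block (2), and from 0 to 1 across the leave-outs.

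tasiARF3b/c-1 stayed below 0 in the 3 inductions under every alternative run. IE15 vs C15 moved to -3.35 with library or file totals, -1.26 with exact mature sequences, -3.12 without 24-nt reads in the totals and -3.70 with library totals on all 12. ME vs CM moved to -2.32, -1.90, -1.46 and -2.27 in the same order, and ranged from -1.48 to -0.14 across the leave-outs.

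With library or file totals, log2FC reversed in IE23 vs C23 for miR159 (-1.44), miR167 (-1.13), miR444 (-1.50) and tasiARF3a-2 (-0.81), and in ME vs CM for miR156 (-0.45), miR159 (-1.08), miR166 (-0.0858), miR168 (-1.09), miR529 (-0.23) and tasiARF3d (-1.22). With a change of sign of less than 1 SE, miR398 in IE15 vs ME (-0.0758) and tasiARF3d in IE15 vs C15 (-0.72) are not counted among these. With library totals on all 12 libraries the values were -1.44, -1.13, -1.50 and -0.80 in IE23 vs C23. In ME vs CM they were -0.35, -1.10, -0.0186, -1.05 and -0.0776 for miR156, miR159, miR166, miR168 and miR529. tasiARF3d is not among the 9 counted as reversed in that fit.

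Leaving 24-nt reads out of the totals reversed miR159 (-0.74), miR167 (-0.42), miR444 (-0.79) and tasiARF3a-2 (-0.14) in IE23 vs C23, miR159 (-0.23) and miR168 (-0.24) in ME vs CM, miR444 in IE15 vs IE23 (-0.18), and miR166 (-0.31) and miR398 (-0.72) in IE15 vs ME.

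Exact mature sequences leave few reads for miR393 (at most 2 in complete IE15 and ME libraries) and tasiARF3b/c-1 (at most 6), so their log2FC there are near or below the floor of 3 reads. With exact mature sequences, log2FC reversed for miR393 in IE15 vs ME (2.39) and C15 vs CM (1.70), tasiARF3b/c-1 in IE15 vs ME (0.12), and miR159 (-0.0775), miR444 (-0.14), miR171 (1.47) and tasiARF3a-2 (-0.33) in IE23 vs C23. With DESeq2, miR156 (0.25) and miR399 (0.18) in IE23 vs C23 and miR167 in ME vs CM (0.25) reversed. On all 12 libraries DESeq2 gave 0.39, 0.36 and 0.24 for these and 0.00976 for miR168 in IE23 vs C23. For miR156 in IE23 vs C23, tags of at least 5 reads on all 12 gave 0.0434, and leave-outs ranged from -0.67 to 0.84.

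Calli minus embryos, the 22-nt share reversed to 0.845 percentage points over 20 to 24 nt and 6.06 with distinct tags. With distinct tags this reversed change passed the threshold (exact permutation p = 0.0185). In the main direction, the 22-nt share passed it with tags of at least 2 reads (-8.38), the reads of Table S2 (-3.75) and all 12 libraries (-4.06). It ranged from -3.72 to -2.08 across the leave-outs. The 21-nt share ranged from 6.47 to 9.43 and the 24-nt share from -34.3 to -21.5 across the leave-outs, and both kept their direction and side of the threshold under the other alternatives run. None of these alternatives counted 30-nt reads in the total. From IE15 to ME, the 24-nt share rose by 19.6 points over 20 to 24 nt, 14.4 with distinct tags, 29.7 with tags of at least 2 reads, 19.7 with Table S2 and 21.0 with all 12 libraries.

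Per total sequences, median RPTM moved to 30042 for miR159, 19239 for miR167, 42056 for miR319, 27578 for miR166, 14.8 for miR397, 5.84 for miR399, 345 for miR444 and 331 for miR164. Counting a tag for every mature sequence gave 35660.1 for miR167, 89195 for miR166 and 12.1 for miR395.

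Depth limits log2FC between embryos and calli for miR395, miR1432, tasiARF3a-1 and tasiARF3g/i, and those of miR399, miR2118, miR2275, miR11970, tasiARF3a-2, tasiARF3b/c-2 and tasiARF3d in general, each with at most 3 reads in at least 1 complete library. Alternatives that need the genome sequence were not run.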

Differences from the paper's values

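Log2FC are set against those of Table S3 and Table S4, the paper's values given second. The alternatives set before the data were examined were DESeq2, library totals, file totals, exact mature sequences, counting for every mature sequence, no minimum count, 10 reads in 2 libraries, only the tissues compared, the replicate block and leaving out each library in turn. Those not named for a value, and the leave-outs where no number is given, did not close its gap, or gave no value for it.

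With DESeq2 alone, the gap closed for miR156 in IE23 vs C23 (-0.13 against the paper's 0.22, closed by 1 of 10 leave-outs), miR159 in IE23 vs C23 (0.24 against the paper's 0.70, closed by 3 of 10 leave-outs), miR166 in IE23 vs C23 (2.10 against the paper's 2.49, closed by 3 of 10 leave-outs), miR167 in ME vs CM (-0.22 against the paper's 0.20), miR399 in IE23 vs C23 (-0.24 against the paper's 0.25, closed by 2 of 10 leave-outs), tasiARF3b/c-2 in IE15 vs ME (-5.12 against the paper's -1.61), tasiARF3a-2 in IE15 vs C15 (0.00 against the paper's 1.73), tasiARF3b/c-2 in IE15 vs C15 (-6.78 against the paper's -2.64), tasiARF3a-2 in ME vs CM (4.94 against the paper's 3.21) and miR171 in IE23 vs C23 (-1.15 against the paper's -0.71, closed by 3 of 10 leave-outs). With DESeq2, exact mature sequences and only the tissues compared, each taken alone, the gap closed for miR827 in ME vs CM (-2.14 against the paper's -1.60), miR167 in IE23 vs C23 (0.57 against the paper's 1.00, closed by 4 of 10 leave-outs) and miR444 in ME vs CM (2.08 against the paper's 2.61, closed by 5 of 9 leave-outs). With DESeq2, library totals, file totals and exact mature sequences, each taken alone, the gap closed for miR408 in IE15 vs ME (-0.71 against the paper's -1.18, closed by 2 of 9 leave-outs) and miR166 in IE15 vs ME (0.67 against the paper's 0.24, closed by 1 of 9 leave-outs). With DESeq2 and exact mature sequences, each taken alone, the gap closed for miR827 in IE23 vs C23 (-3.28 against the paper's -2.77, closed by 2 of 10 leave-outs) and miR168 in IE23 vs C23 (-0.64 against the paper's -0.14, closed by 1 of 10 leave-outs). With DESeq2, only the tissues compared and the replicate block, each taken alone, the gap closed for miR444 in IE23 vs C23 (0.19 against the paper's 0.61, closed by 5 of 10 leave-outs) and miR169 in IE23 vs C23 (-4.72 against the paper's -4.18, closed by 7 of 10 leave-outs). With DESeq2, library totals, file totals and the replicate block, each taken alone, the gap closed for miR159 in IE15 vs IE23 (1.75 against the paper's 1.28, closed by 2 of 9 leave-outs). With DESeq2, library totals and file totals, each taken alone, the gap closed for miR159 in IE15 vs ME (1.74 against the paper's 1.14, closed by 1 of 9 leave-outs). With DESeq2, library totals, file totals, exact mature sequences, 10 reads in 2 libraries and the replicate block, each taken alone, the gap closed for miR408 in IE15 vs IE23 (-1.95 against the paper's -2.34, closed by 2 of 9 leave-outs). By none of these alternatives was the gap closed for miR1432 in IE15 vs C15 (-8.58 against the paper's -3.11). That value rests on 0 reads in the complete IE15 library, so the size of its gap cannot be judged. The same holds for tasiARF3b/c-2 in IE15 vs ME and IE15 vs C15, with 0 reads in that library. It also holds for tasiARF3a-2, with 0 reads in the complete CM library and in all complete IE15 and C15 libraries. With DESeq2, exact mature sequences and no minimum count, each taken alone, the gap closed for miR167 in IE15 vs C15 (1.77 against the paper's 2.39). With DESeq2, exact mature sequences, only the tissues compared and the replicate block, each taken alone, the gap closed for miR166 in ME vs CM (1.61 against the paper's 1.95, closed by 5 of 9 leave-outs). With no minimum count alone, the gap closed for miR168 in IE15 vs C15 (-1.75 against the paper's -0.997). With DESeq2, exact mature sequences, no minimum count, only the tissues compared and the replicate block, each taken alone, the gap closed for miR168 in ME vs CM (0.60 against the paper's 0.94, closed by 6 of 9 leave-outs). With DESeq2, exact mature sequences, no minimum count and 10 reads in 2 libraries, each taken alone, the gap closed for miR398 in IE15 vs C15 (-0.96 against the paper's -0.32, closed by 1 of 9 leave-outs). With DESeq2 and only the tissues compared, each taken alone, the gap closed for miR398 in IE23 vs C23 (1.88 against the paper's 2.36, closed by 3 of 10 leave-outs). With DESeq2, library totals, file totals, 10 reads in 2 libraries, only the tissues compared and the replicate block, each taken alone, the gap closed for miR166 in IE15 vs IE23 (0.90 against the paper's 0.58, closed by 7 of 9 leave-outs). With DESeq2, library totals, file totals and counting for every mature sequence, each taken alone, the gap closed for tasiARF3b/c-1 in IE15 vs ME (-0.97 against the paper's -1.62, closed by 6 of 9 leave-outs). With DESeq2, exact mature sequences and the replicate block, each taken alone, the gap closed for tasiARF3d in ME vs CM (0.45 against the paper's 1.81, closed by 4 of 9 leave-outs).

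Between C15 and C23, 1 feature had an adjusted p under 0.05 in edgeR, against 2 families in the paper. With library totals and file totals, each taken alone, the number was 3, within 1.5 times the paper's value although as far from it, and with DESeq2, exact mature sequences, counting for every mature sequence, no minimum count, 10 reads in 2 libraries, only the tissues compared, the replicate block, a 2-fold minimum, families alone or any of 6 leave-outs it was not within 1.5 times.

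Median RPTM of miR166 was 46411 against the paper's 73188, the highest median it states, and the gap closed when a tag was counted for every mature sequence it matches, not with total sequences or file totals. For miR444 it was 564 against the paper's 339.5 in Table S3 and 339 in the text, for miR164 541 against 312.5 and 312, and for miR397 23.8 against 14. These gaps closed per total sequences, not with file totals or with counting for every mature sequence. Median reads without scaling, over the complete libraries, were 339.5 for miR444, 301.5 for miR164 and 22.5 for miR397. For miR444 and miR164 these lie close to the paper's values. Across 254 pairs of family and library, the values of Table S3 had a median ratio of 1 to unscaled reads, with 90.6% within 5%. To reads scaled to genome-matched reads the median ratio was 0.617. For miR444 and miR164 this argues against total sequences as the paper's denominator, although that alternative closed their gaps.

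The ratio of IE23 to ME for miR408 was 2.37 against the paper's 1.4 in the text, while its table gives a log2FC that corresponds to 2.24. It closed with exact mature sequences, and not with DESeq2, library totals, file totals, counting for every mature sequence, no minimum count, 10 reads in 2 libraries, only the tissues compared, the replicate block or any of 10 leave-outs.

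Chosen after seeing the values, TMM on all 12 libraries closed 18 of 34 gaps: miR159, miR408 and miR166 in IE15 vs IE23, miR159, miR408, miR166, tasiARF3b/c-1 and tasiARF3b/c-2 in IE15 vs ME, miR1432 and tasiARF3b/c-2 in IE15 vs C15, miR827, miR166, miR444, miR168 and tasiARF3d in ME vs CM, miR166, miR167 and miR444 in IE23 vs C23. Also chosen after seeing the values, DESeq2 on all 12 libraries closed 29 of 34 gaps, those left being miR159 and miR166 in IE15 vs ME, miR168 in IE23 vs C23, the number of features in C15 vs C23, the ratio of miR408. Likewise chosen after seeing the values, library totals on all 12 libraries closed 10 of 34 gaps: miR159, miR408 and miR166 in IE15 vs IE23, miR159, miR408, miR166, tasiARF3b/c-1 and tasiARF3b/c-2 in IE15 vs ME, tasiARF3a-2 and tasiARF3b/c-2 in IE15 vs C15. Chosen after seeing the values, the replicate block on all 12 libraries closed 21 of 34 gaps: miR159, miR408 and miR166 in IE15 vs IE23, miR159, miR408, miR166, tasiARF3b/c-1 and tasiARF3b/c-2 in IE15 vs ME, miR1432 and tasiARF3b/c-2 in IE15 vs C15, miR827, miR166, miR444, miR168 and tasiARF3d in ME vs CM, miR159, miR166, miR167, miR444, miR169 and miR171 in IE23 vs C23. Also chosen after seeing the values, tags of at least 5 reads on all 12 libraries closed 20 of 32 gaps: miR159, miR408 and miR166 in IE15 vs IE23, miR159, miR408, miR166 and tasiARF3b/c-1 in IE15 vs ME, miR827, miR166, miR444, miR168 and tasiARF3d in ME vs CM, miR156, miR159, miR166, miR167, miR444, miR399, miR398 and miR171 in IE23 vs C23. Likewise chosen after seeing the values, library totals that leave out 24-nt reads closed 7 of 34 gaps: miR159, miR408 and miR166 in IE15 vs IE23, miR159 and tasiARF3b/c-1 in IE15 vs ME, the number of features in C15 vs C23, the ratio of miR408. Medians over all 12 libraries, also chosen after seeing the values, closed the gaps of miR444 (481), miR164 (442) and miR166 (50687) but not that of miR397 (23.8).

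For other statements of the paper no number is compared. The paper places miR390 lower in CM than in C23, and here log2FC of C23 vs CM was -0.97. The paper names miR1432 as significantly lower in IE23 than in C23, and here its adjusted p was 0.0864 in edgeR. The paper names miR393 as significantly lower in C15 than in C23, and here its adjusted p was 0.292 in edgeR. The paper places miR156 and miR167 higher in embryos than in calli, and here log2FC was -0.13 for miR156 in IE23 vs C23 and -0.22 for miR167 in ME vs CM. The paper names miR399 as significantly higher in IE15 than in C15, and edgeR on all 12 libraries, a fit chosen after seeing the values, gave an adjusted p of 0.139. It names miR396 beside miR399 as higher there, although elsewhere it places miR396 higher in calli. Here log2FC of miR396 in IE15 vs C15 was -1.23. The paper names sRNAs of 21 nt among the most abundant in all tissues, and here the 21-nt share of IE23 was below its 23-nt share, 7.54 against 9.20%. Table S3 gives miR166 the highest median, and here, with each tag counted once, the median RPTM of miR319 was higher, 67458. Counting a tag for every mature sequence it matches raised the median of miR166 above that of miR319, whose counts did not change. The paper gives tasiARF3b/c as the most abundant tasiARFs, and in IE23 tasiARF3a-1 was at 101.3 ± 4.57 RPTM (mean ± SD), above tasiARF3b/c-1 at 64.1 ± 21.3.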

Other observations

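The tests here were chosen after the data were seen, that of GC content before its own value was.

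The family table of Table S3 is headed as RPTM. Its values were set against the reads counted here for every mature sequence a tag matches, in 254 pairs of family and library with a mean of at least 50 reads. The median ratio of the table's values to these reads was 1, and 90.6% of the pairs were within 5%. The median ratio to the same reads scaled to genome-matched reads was 0.617, with library medians from 0.464 to 1.42. This is consistent with unscaled read counts in that table. The median over complete libraries was 339.5 reads for miR444.

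Log2FC from embryo to callus are lower with library totals than with TMM. Fewer 24-nt reads in calli may contribute through the denominator, since leaving 24-nt reads out of the totals changed the median shift of IE23 vs C23 from -1.63 to -0.93, which removes 42.8% of it, from -1.03 to -0.80 in IE15 vs C15 and from -1.69 to -0.84 in ME vs CM. The rest of the shift remains, and neither scaling can be told apart from a change in the total of miRNA reads. miRNA reads made up 1.92 to 3.48% of genome-matched reads in embryo libraries and 3.26 to 6.76% in callus libraries. The difference was 2.34 percentage points (exact permutation p = 0.0370, two-sided), and from IE15 alone it was 0.00227 points. It is 1 of 3 sums compared between calli and embryos, with tasiARF RPTM and the 30-nt share.

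Family counts differ more between the C23 libraries than between those of the other 5 tissues (chi-square per degree of freedom 4089.9, against 23.6 in CM to 1133 in IE15, all 12 libraries), with the largest difference, among features with at least 50 reads, for miR164. Across 24 features in these libraries, the log2 ratio had a Pearson r of -0.269 with the GC content of the mature sequence (permutation p = 0.203, adjusted over 6 tissues 0.244) and a Spearman rho of -0.202 (permutation p = 0.342). Without the 2 features farthest from the median, r was -0.291. In the other 5 tissues the adjusted p was from 0.0778 to 0.883. Features are not independent replicates. A difference in the tissue sampled between these libraries was not tested.

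Other size classes compared after the size shares were seen were 18 to 20 nt together, at 16.5 percentage points from embryos to calli (exact permutation p = 0.0185, two-sided), 23 nt, and the sums of 21 with 22 nt and of 23 with 24 nt. The first base was compared for 3 sizes. The share of reads that start with A changed by 1.03 points among 24-nt reads (exact permutation p = 0.667) and 1.80 points among 22-nt reads (exact permutation p = 0.0370), and that of reads that start with T changed by 2.89 points among 21-nt reads (exact permutation p = 0.167). The comparison of the miR167 forms was also chosen after the data were examined.

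The incomplete files lack tags with few reads. In the complete library of the same tissue, among features with at least 50 reads there (20 in IE15 and 26 in CM), tags of at most 4 reads held a median of 1.63% of a family's reads for IE15 and 0.401% for CM, and at most 8.26% (miR395) and 21.6% (miR397). Of features with fewer reads in IE15, miR164 (13 of 13 reads), miR169 (11 of 11) and miR399 (12 of 12) were counted from such tags alone.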
